# LMO7 Suppresses Tumor‐Associated Macrophage Phagocytosis of Tumor Cells Through Degradation of LRP1

**DOI:** 10.1002/advs.202511162

**Published:** 2025-11-09

**Authors:** Mengkai Li, Tao Wang, Yuwen Zhong, Zhiming Wang, Wei Li, Zejian Wang, Xinyi Yang, Yu Qiao, Jianfeng Xiang, Wei Gu, Zishu Wang, Lei Sun, Feng Qian

**Keywords:** LMO7, LRP1, phagocytosis, tumor immune microenvironment, tumor‐associated macrophage

## Abstract

Tumor‐associated macrophages (TAMs) are one of the most abundant immune cells in solid tumors and play a critical role in tumor progression. This study found that the expression of LIM domain‐only protein 7 (LMO7) in TAMs is associated with poor patient survival. LMO7 deficiency significantly inhibited tumor growth and increased the accumulation of antitumor TAMs and CD8^+^ T cells. Specifically, single‐cell RNA sequencing (scRNA‐seq) reveals that LMO7‐deficient TAMs undergo an antitumor reprogramming, characterized by upregulated expression of pro‐inflammatory and phagocytosis‐related genes. Notably, LMO7 deficiency enhances immune‐mediated tumor confinement by regulating the phagocytic activity of TAMs. Mechanistically, LMO7 inhibits TAM phagocytosis by promoting the lysine 48‐linked polyubiquitination at lysine 45 of the β chain of the phagocytic receptor low‐density lipoprotein receptor‐related protein 1 (LRP1), leading to degradation via the ubiquitin‐proteasome system. Furthermore, combined targeting of LMO7 deficiency and SIRPα blockade demonstrates synergistic antitumor efficacy. Collectively, these findings demonstrate the critical role of LMO7 in orchestrating TAM phagocytosis and suggest that LMO7 inhibition is a promising drug target to enhance cancer immunotherapy.

## 1 Introduction

Tumors are complex ecosystems consisting not only of highly heterogeneous cancer cells but also a diverse tumor microenvironment (TME).^[^ ^1^ ^]^ Within the TME, the tumor immune microenvironment (TIME) comprises various immune cell populations, extracellular immune factors, and cell surface molecules, all of which play crucial roles in mediating tumor–host interactions and profoundly influence tumor initiation, progression, and response to therapy.^[^ ^2^, ^3^ ^]^ Among them, tumor‐associated macrophages (TAMs) represent one of the most abundant immune cell populations and act as double‐edged swords with dual roles in cancer.^[^ ^1^, ^4^ ^]^ TAMs promote tumor progression by driving tumorigenesis and cell proliferation, enhancing invasion and migration, stimulating tumor angiogenesis, and facilitating immunosuppression.^[^ ^5^, ^6^, ^7^ ^]^ Conversely, TAM heterogeneity also enables them to exert antitumor effects by phagocytosing and eliminating tumor cells and activating adaptive immunity through antigen presentation and co‐stimulation.^[^ ^1^, ^8^, ^9^ ^]^ Thus, a deeper understanding of the multifaceted roles of TAMs in tumor development and progression could provide new insights into the TME.

Macrophage‐mediated phagocytosis is essential for maintaining TIME homeostasis and eliminating malignant cells.^[^ ^10^ ^]^ This process is tightly regulated by “eat me” signals—such as Fc receptors‐mediated signals, calreticulin‐LRP1, and SLAMF7‐MAC‐1^[^ ^8^, ^11^, ^12^, ^13^ ^]^ —and “don't eat me” signals—including CD47‐SIRPα, CD24‐Siglec‐10, MHC‐I‐LILRB1, and PD‐L1‐PD‐1.^[^ ^14^, ^15^, ^16^, ^17^ ^]^ The balance between these functional classes of molecules on cancer cells and TAMs determines the initiation of phagocytosis. For example, SIRPα, the receptor for CD47, transmits inhibitory signals that block macrophage‐mediated phagocytosis by preventing cytoskeletal rearrangement and actin polymerization.^[^ ^18^, ^19^ ^]^ In contrast, calreticulin functions as a pro‐phagocytic signal in many cancers by interacting with its receptor LRP1, thereby facilitating the recognition and engulfment of target cells.^[^ ^12^, ^20^ ^]^ Dysregulation of these pathways, such as upregulation of inhibitory signals or downregulation of phagocytic receptors, enables tumor cells to evade immune surveillance and promotes tumor progression. Targeting phagocytosis checkpoint pathways involving receptor–ligand interactions has been shown to reduce tumor growth in various preclinical models, including glioblastoma, melanoma, lymphoma, and colorectal cancer.^[^ ^17^, ^21^, ^22^, ^23^ ^]^ Therefore, elucidating the regulatory mechanisms of phagocytosis holds promise for the development of novel therapeutic strategies.

LIM domain only 7 (LMO7) is a multifunctional protein involved in cytoskeletal remodeling and epithelial integrity.^[^ ^24^, ^25^ ^]^ It has been implicated in several physiological and pathological processes, including Emery‐Dreifuss muscular dystrophy (EDMD) and wound healing.^[^ ^26^, ^27^ ^]^ Our previous study also demonstrated that LMO7 regulates fibroblasts to promote the progression of pulmonary fibrosis.^[^ ^28^ ^]^ Moreover, we highlighted the pivotal role of LMO7 in innate immune cells, particularly macrophages, where it functions as an E3 ubiquitin ligase to regulate macrophage activation and suppress inflammatory diseases.^[^ ^29^ ^]^ Recently, elevated expression of LMO7 has been observed in multiple cancer types, including colorectal, breast, liver, lung, pancreatic, gastric, and prostate cancer, suggesting its potential oncogenic role in cancer progression.^[^ ^30^, ^31^, ^32^, ^33^, ^34^ ^]^ However, the effect of LMO7 on the TIME remains to be fully elucidated.

In this study, we employed both global and myeloid‐specific conditional LMO7 knockout mice bearing subcutaneous tumors to investigate the role of LMO7 in regulating tumor immunity. Our findings reveal that LMO7 promotes tumor growth by suppressing TAM phagocytosis and impairing the recruitment of antitumor immune cells, including MHC‐II^+^ TAMs and CD8^+^ T lymphocytes. Mechanistic investigations showed that LMO7 expression in TAMs mediates the ubiquitination and subsequent degradation of LRP1, thereby inhibiting macrophage phagocytic activity. Furthermore, we developed a novel combinatorial treatment strategy and found that LMO7 deficiency synergizes with anti‐SIRPα antibody therapy to inhibit tumor growth. These findings establish LMO7 as a potential therapeutic target to enhance macrophage‐mediated cancer immunotherapy.

## 2 Results

### 2.1 LMO7 is Associated With Poor Survival in Patients and Promotes Tumor Growth in Mice

Previously, we reported the regulatory effect of LMO7 in fibrotic diseases and inflammatory bowel disease.^[^ ^28^, ^29^ ^]^ However, its specific role in tumors and its involvement in the TIME remain unclear. We first investigated the clinical relevance of LMO7 expression in cancer patients. As shown in **Figure** **1**A, Kaplan‐Meier survival analysis using the GEPIA database^[^ ^35^ ^]^ revealed that high LMO7 expression was associated with unfavorable overall survival and disease‐free survival in patients with lung adenocarcinoma (LUAD), colon adenocarcinoma (COAD), and breast invasive cancer (BRCA). Additionally, analysis using the TISIDB database^[^ ^36^ ^]^ showed that LMO7 expression was negatively correlated with the abundance of macrophages and activated T cells in multiple cancer types (Figure 1B), including COAD (Figure 1C), cervical squamous cell carcinoma (CESC), kidney renal clear cell carcinoma (KIRC), pancreatic adenocarcinoma (PAAD), and stomach adenocarcinoma (STAD) (Figure S1A,B, Supporting Information). These findings underscore the pivotal role of LMO7 in tumor progression and its strong association with the tumor immune microenvironment.

**Figure 1:**
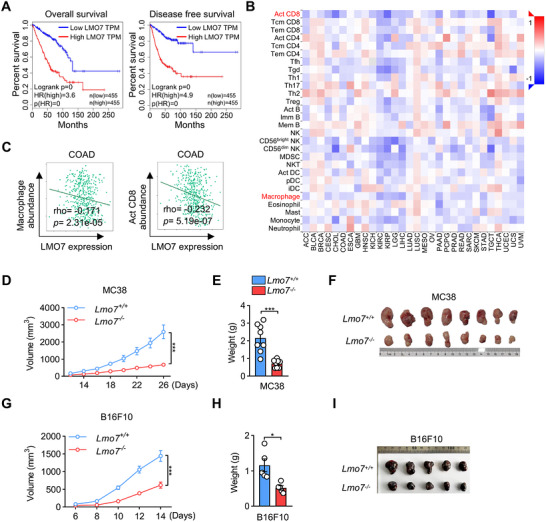
LMO7 is associated with poor survival in patients and promotes tumor growth in mice. **A)** The overall survival and disease‐free survival curves about LMO7 expression in total LUAD, COAD, and BRCA patients with quartile group cut off. Data were from GEPIA database. **B)** Heatmap of the correlation between different immune cells abundance and the LMO7 expression in various cancer patients. Data were from TISIDB database. **C)** The correlation between the LMO7 expression and macrophage or activated CD8^+^ T cells abundance in COAD. Data were from TISIDB database. Tumor growth curves **D**), tumor weight **E**), and tumor photo **F**) of MC38 bearing wild type (*Lmo7^+/+^*) and *Lmo7* knockout (*Lmo7^−/−^*) mice. Tumor growth curves **G**), tumor weight **H**), and tumor photo **I**) of B16F10 bearing *Lmo7^+/+^* and *Lmo7^−/−^* mice. The data are representative of three independent experiments (means ± SEM), *n* = 8 mice per group **D**,**E**,**F**) or *n* = 5 mice per group **G**,**H**,**I**). *p* values were analyzed using two‐way ANOVA (Sidak's test) **D**,**G**), unpaired two‐tailed *t*‐tests **E**,**H**). ^*^ *p* < 0.05, ^***^ *p* < 0.001.

To determine the significance of LMO7 in tumor development, we subcutaneously implanted colon cancer cells (MC38) or melanoma cells (B16F10) into wild‐type (*Lmo7^+/+^*) and LMO7 knockout (*Lmo7^−/−^*) mice. As shown in Figure 1D, tumors in MC38‐bearing *Lmo7^−/−^* mice exhibited significantly smaller volumes throughout the observation period compared with those in *Lmo7^+/+^* mice. At 26 days after injection, tumors were dissected, weighed and photographed. The weight and appearance of the tumors were significantly reduced in mice lacking LMO7 (Figure 1E,F). A similar decrease in tumor growth was observed in B16F10 melanoma‐bearing *Lmo7^−/−^* mice compared with *Lmo7^+/+^* controls (Figure 1G,H,I). Taken together, these results indicate that LMO7 depletion suppresses tumor progression.

### 2.2 Tumor Growth Suppression Caused by LMO7 Deficiency is Associated With Altered TIME

To investigate the effects of LMO7 deficiency on the TME, we performed single‐cell RNA sequencing (scRNA‐seq) on tumor tissues from MC38 tumor‐bearing *Lmo7^+/+^* and *Lmo7^−/−^* mice. 

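Live cells sorted from MC38 tumors, which grow from a mouse colon cancer cell line implanted under the skin, were sequenced on the 10x Genomics platform as 1 library from *Lmo7+/+* hosts and 1 library from *Lmo7-/-* hosts. The paper's text does not name the number of mice behind each library. With 1 library per genotype there are no replicates, so no test between the genotypes was possible, and every value describes these 2 libraries. The authors deposited raw UMI counts, where a UMI is a tag that marks one captured RNA molecule, without normalization. The deposited counts cover 16208 droplets called as cells from the *Lmo7+/+* library, with 98582479 UMIs in all, and 15163 from the *Lmo7-/-* library, with 80648345 UMIs. Cells with at least 500 genes, at least 1000 UMIs and at most 15% mitochondrial UMIs were kept, because the paper's text names these kinds of threshold without their values. This left 13542 and 11860 cells, with a median of 4535.5 and 4304.5 UMIs and of 2011 and 1894.5 genes per cell. The counts of each cell were divided by its total, multiplied by 10000 and log-transformed, and the cells of both libraries were clustered together on 2000 variable genes and 30 principal components with the Louvain algorithm at resolution 0.5. Doublets were kept, since the paper's text names no step that removes them, and Scrublet marked 3.01% of the *Lmo7+/+* cells and 2.86% of the *Lmo7-/-* cells as doublets. For expression, the counts of a cell class were summed per library and given as counts per 1000000 counts of that sum (CPM), and the log2 ratio is that of the *Lmo7-/-* over the *Lmo7+/+* library. All intervals are 95% intervals, exact Poisson intervals for CPM, exact binomial (Clopper-Pearson) intervals for shares and for the split of counts behind a log2 ratio, and Newcombe intervals for differences between shares. They cover counting error only, not the variation between mice. Those for CPM and log2 ratios also leave out the variation between cells, since the UMIs of all cells are summed. Gene positions are those of GENCODE release M21 on GRCm38, which lists 32235 of the gene identifiers in the files, while the files themselves name no genome build.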

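*Lmo7* (ENSMUSG00000033060), the gene deleted in the hosts but not in the implanted MC38 cells, lies on chromosome 14 from 101729957 to 101934710. In tumor cell-like cells it had 1231 counts in the *Lmo7+/+* library and 700 in the *Lmo7-/-* library, which is 19.7 and 15.7 CPM (log2 ratio −0.33, 95% interval −0.46 to −0.19). In macrophage-like cells it had 7 and 10 counts, or 0.410 and 0.565 CPM (log2 ratio 0.46, −1.08 to 2.09), and in endothelial-like cells 18 and 12 counts, or 36.4 and 29.1 CPM. Over all host cells of a named class, 34 and 29 counts gave 1.29 and 1.11 CPM (log2 ratio −0.21, −0.98 to 0.55), and the log2 ratio was −0.31 with doublets removed. After each cell was thinned to 1500 UMIs, 2.81% of 6255 tumor cell-like cells in the *Lmo7+/+* library and 2.75% of 4514 in the other had a *Lmo7* UMI, with 1146 and 802 shallower cells left out and 13.0% and 11.0% before thinning. Among macrophage-like cells the shares were 0.107% of 2806 and 0.0613% of 3263 (0.237% and 0.251% before thinning), at median depths of 5313 and 4412 UMIs before thinning. T-like cells, taken as background, had a *Lmo7* UMI in 0 of 332 cells, which allows a share of up to 1.105%, and in 0 of 447 cells, which allows up to 0.822%, at median depths of 2209 and 2150 UMIs. Before thinning the shares of T-like cells were 0.456% and 0.163%, near those of macrophage-like cells, so the background was not 0. Lower *Lmo7* RNA in the host cells of the *Lmo7-/-* library was therefore not detectable at this depth. In endothelial-like cells the log2 ratio was −0.32 (−1.51 to 0.81), which argues against a near-complete loss of counted *Lmo7* RNA there. The genotype of each library rests on its label alone, so it is called the library labelled *Lmo7-/-* wherever a direction is given.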

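At the settings given above, the 25402 cells kept formed 16 clusters, and clusters without a clear name were clustered once more, which gave 31 clusters in all. The number depended most on the resolution, with 11 clusters at a resolution of 0.2 and 23 at 1.0. With the lenient filter (at least 200 genes and 500 UMIs, at most 25% mitochondrial UMIs) there were 19 clusters, and with the strict filter (at least 1000 genes and 2000 UMIs, at most 10% mitochondrial UMIs) 18.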

Unsupervised clustering of the single‐cell data identified 11 distinct cell clusters (Figure S2A, Supporting Information). Cell types for these clusters were annotated based on canonical cell‐type‐specific markers, which included two macrophage clusters, two epithelial cell clusters, two T cell clusters, and a single cluster of monocytic myeloid‐derived suppressor cells (M‐MDSCs), polymorphonuclear myeloid‐derived suppressor cells (PMN‐MDSCs), fibroblasts, endothelial cells, and B cells in both *Lmo7^+/+^* and *Lmo7^−/−^* mice (**Figure** **2**A; Figure S2B,C, Supporting Information). 

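Each cluster was named from lists of markers for 11 cell types, as "-like" cells of that type, when at least 3 of the markers were detected at 5 CPM or more and its 10 leading genes by fold did not hold more markers of another type. Macrophage-like cells came from a cluster of 5815 cells led by *Klra17*, *Ms4a7* and *Cd300e*, from one of 676 cells led by *Mmp12* with the stress and myeloid genes *Hspa1a*, *Arg1*, *Hspa1b*, *Hspb1* and *Nos2*, and from one of 51 cells led by *Retnla*, of which 72.5% were in the library labelled *Lmo7-/-*. M-MDSC-like cells formed a cluster of 2240 cells led by *Chil3*, *F10* and *Ly6i*. *Itgae* and *Cd24a*, the markers the study used for PMN-MDSCs, peaked in a cluster of 458 cells, at 318 and 258 CPM against 1.47 and 22.3 CPM in all other cells. That cluster was led by *Plet1*, *Itgae* and *Ffar2* together with *Flt3* and *Btla*, carried all 12 of the dendritic cell markers, and was named dendritic-like. No cluster was named neutrophil-like at this setting, but at a resolution of 1.0 a neutrophil-like cluster held 16 and 9 cells (0.118% and 0.0759%), so single neutrophils inside other clusters are not excluded. Thresholds set after the data were seen kept 6.91% of the cells of the *Lmo7+/+* library and 7.02% of the other library out of every class. These were clusters with few UMIs (3.38% and 2.07%), host-like clusters with part of the tumor chromosome profile (2.10% and 2.69%), clusters that mixed T cell and macrophage markers (0.266% and 0.624% in one, 0.399% and 0.438% in another) and clusters with more leading genes of M-MDSCs (0.583% and 0.523%). They also included a cluster with the tumor chromosome profile led by the neutrophil gene *Retnlg* (0.0517% and 0.582%), of which 90.8% came from the library labelled *Lmo7-/-*, and 29 cells that mixed dendritic and B cell markers.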

Notably, the proportion of tumor cells (malignant epithelial cells, characterized by expression of *Epcam*, *Krt14*, and *Aldh1a1*, and high copy number variation (CNV) scores) was lower in tumors from *Lmo7^−/−^* mice than in tumors from *Lmo7^+/+^* mice (Figure 2B; Figure S2C,D, Supporting Information). By contrast, the proportion of T cells (characterized by expression of *Cd3e*, *Cd3g*, and *Trac*) and macrophages (characterized by expression of *Apoe*, *C1qa*, and *Mrc1*) was higher in tumors from *Lmo7^−/−^* mice than in those from *Lmo7^+/+^* mice (Figure 2B; Figure S2C, Supporting Information). 

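Of the 13542 cells of the *Lmo7+/+* library, 7401 were tumor cell-like, or 54.7% (95% interval 53.8% to 55.5%), against 5316 of 11860, or 44.8% (43.9% to 45.7%), in the library labelled *Lmo7-/-*. The difference was −9.83 percentage points (−11.1 to −8.60). The filter on cells moved it most, to −4.83 percentage points with the lenient filter, which left 17.3% and 14.3% of the cells unnamed. *Krt14* reached 37.6 CPM in the tumor cell-like cells of both libraries together, against 1.44 CPM in macrophage-like cells. *Epcam* reached 3.21 CPM there against 59.1 CPM in dendritic-like cells, and *Aldh1a1* 2.02 CPM against 30.1 CPM in fibroblast-like cells. Only 4 to 7 of the 14 tumor markers were detected in each of the 4 clusters, so these were named by their expression along the chromosomes as well, and one cluster of 1868 cells was led by the hemoglobin genes *Hba-a1* and *Hba-a2*. A copy-number-like score was computed per cell, after thinning to 1500 UMIs, as the mean square of the expression smoothed over 101 genes along each chromosome relative to immune cells. Its median was 0.00822 in the tumor cell-like cells of the *Lmo7+/+* library and 0.00817 in those of the library labelled *Lmo7-/-*, against 0.00399 and 0.00389 in macrophage-like cells. Of the tumor cell-like cells 97.9% and 98.05% exceeded the 95th percentile of immune cells, as did 56.7% and 51.9% of fibroblast-like cells and 29.8% and 27.5% of T-like cells. Relative to immune clusters, the median log2 ratio of the genes on chromosome 8 was 0.28 in both libraries, and that on chromosome 7 was −0.29 and −0.27. Because the chromosome profile took part in naming these clusters, it is not an independent check of their name. 

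**Figure D1:**
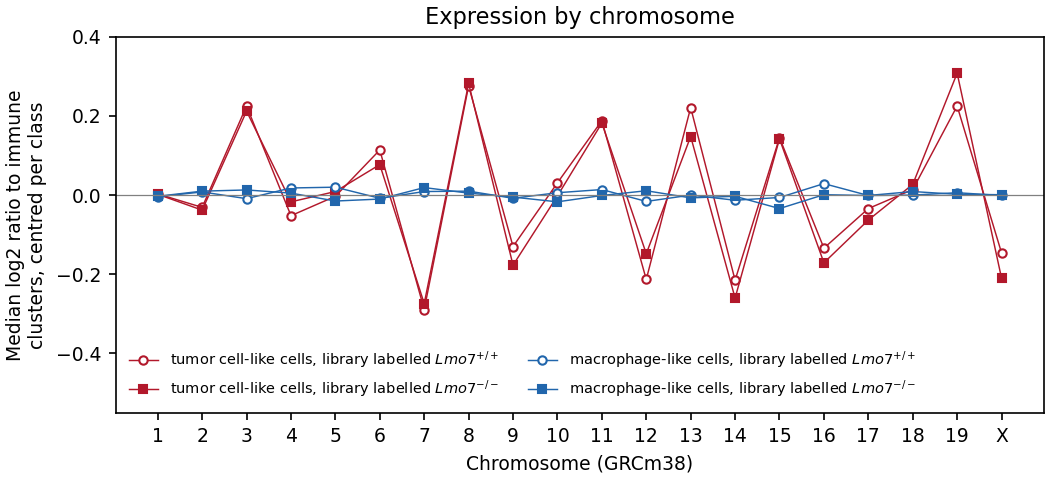
Median log2 ratio of the expression of the genes on each chromosome to immune clusters, centred per class, for tumor cell-like cells (red) and macrophage-like cells (blue) of the *Lmo7+/+* library (open circles) and the library labelled *Lmo7-/-* (filled squares). Tumor cell-like cells of both libraries lie high on chromosomes 3, 8 and 19 and low on chromosomes 7 and 14, while macrophage-like cells stay within 0.034 of 0.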

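Macrophage-like cells made up 2957 of 13542 cells, or 21.8% (95% interval 21.1% to 22.5%), in the *Lmo7+/+* library and 3585 of 11860 cells, or 30.2% (29.4% to 31.1%), in the library labelled *Lmo7-/-*, a difference of 8.39 percentage points (7.31 to 9.47). At a resolution of 1.0, which moved this difference most, it was 5.78 percentage points. T-like cells made up 439 cells, or 3.24% (2.95% to 3.55%), and 613 cells, or 5.17% (4.78% to 5.58%), a difference of 1.93 percentage points (1.43 to 2.43). Across the alternatives the difference for T-like cells lay between 1.49 and 2.17 percentage points. *Apoe* stood at 4646 CPM, *C1qa* at 2184 CPM and *Mrc1* at 173 CPM in macrophage-like cells of both libraries together. In T-like cells *Trac* stood at 1414 CPM, *Cd3e* at 1091 CPM and *Cd3g* at 822 CPM, against 1.55, 1.27 and 0.403 CPM in macrophage-like cells.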

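The 6542 macrophage-like cells were clustered again without the genes that name the subsets and without the genes reported as different between genotypes, which gave 8 clusters. A cluster took the name of the subset whose markers it carried at 0.7 or more of their highest mean level, if no other subset came within 0.1 of that, and both limits were set after the data were seen. Clusters of 1739 and 386 cells carried the MHC-II, *Il1b*, *Cxcl9*, *Cxcl10* and *Isg15* markers (Inflam-TAM-like), and the smaller one was led by *Ifit3b*, *Cmpk2* and *Ifit3*. A cluster of 616 cells carried *Mrc1*, *Lgals3*, *Vegfa*, *Msr1*, *Trem2*, *Sirpa* and *Cd274* (Reg-TAM-like), but its leading genes were *Hspb1*, *Mmp12* and *Gpnmb* with the stress genes *Hspa1a* and *Hspa1b* and with *Arg1* and *Nos2*. A cluster of 1403 cells carried *Stmn1*, *Mki67* and *Cdk1* (Prolif-TAM-like). The cluster closest to the lipid-associated markers *Slamf9*, *Pld4*, *Acp5* and *Maf* had 434 cells. It was left unnamed because the dendritic cell gene *Xcr1* was among its leading genes, so no cluster was named LA-TAM-like at this setting. That absence rests on the naming rule, since the last part argues against dendritic cells as the source of *Xcr1* in macrophage-like cells.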

Further analysis of macrophage subsets by scRNA‐seq revealed four macrophage subtypes, including inflammation‐associated TAMs (Inflam‐TAMs, characterized by expression of MHC‐II family‐related molecules *H2‐Aa*, *H2‐Ab1*, *H2‐Eb1*, *Cd74*, cytokines *Il1b*, *Cxcl9*, *Cxcl10*, and the IFN‐regulated gene *Isg15*), immune regulatory TAMs (Reg‐TAMs, characterized by expression of *Mrc1*, *Lgals3*, *Vegfa*, *Msr1*, *Trem2*, *Sirpa*, and *Cd274*), proliferating TAMs (Prolif‐TAMs, characterized by expression of *Hmgb1*, *Stmn1*, *Mki67*, *Cdk1*, *Cdk4*, and *Cdk2*) and lipid‐associated TAMs (LA‐TAMs, characterized by expression of *Slamf9*, *Pld4*, *Acp5*, and *Maf*) (Figure 2C,D). Among these four macrophage subsets, we observed that the proportion of Inflam‐TAMs was higher in tumors from *Lmo7^−/−^* mice, whereas the proportion of Reg‐TAMs was lower compared with *Lmo7^+/+^* tumors (Figure 2E). In addition, analysis of T cell subsets by scRNA‐seq revealed that LMO7 deficiency reduced the relative proportion of CD4^+^ T cells (characterized by expression of *Cd4*, *Maf*, *Il2ra*, *Il7r*, and *Foxp3*) and increased the relative proportions of CD8^+^ T cells (characterized by expression of *Cd8a*, *Cd8b1*, *Pdcd1*, *Klrc1*, *Gzmb*, and *Mki67*), but had no significant effect on the relative proportion of natural killer T cells (NKT cells, characterized by expression of *Klrb1c*, *Cd44*, and *Zbtb16*) (Figure 2F,G,H). These data indicate that deletion of LMO7 in mice leads to marked changes in the composition of the tumor microenvironment, particularly in immune cell infiltration.

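Inflam-TAM-like cells were 752 of the 2957 macrophage-like cells of the *Lmo7+/+* library, or 25.4% (95% interval 23.9% to 27.0%), and 1373 of the 3585 of the library labelled *Lmo7-/-*, or 38.3% (36.7% to 39.9%). The difference of 12.9 percentage points (10.6 to 15.1) changed sign with the clustering. It was −14.0 percentage points when the left-out genes were used for clustering, −11.1 with doublets removed, −5.92 with the strict filter and −1.96 with the lenient filter, and 7.35 with 20 principal components. The larger Inflam-TAM-like cluster held 69.5% cells of the library labelled *Lmo7-/-*, and a cluster mostly of 1 library can stand for that library instead of a cell type. Reg-TAM-like cells were 261 cells, or 8.83% (7.83% to 9.91%), and 355 cells, or 9.90% (8.94% to 10.9%), a difference of 1.08 percentage points (−0.350 to 2.48). In every alternative the share of Reg-TAM-like cells was higher in the library labelled *Lmo7-/-*, by 0.454 to 2.91 percentage points. Prolif-TAM-like cells were 25.1% (23.5% to 26.7%) and 18.5% (17.2% to 19.8%) of macrophage-like cells. The clusters left unnamed by the limits on markers held 40.7% and 33.3%, of which the cluster near the lipid-associated markers held 3.79% and 8.98%.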

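The T-like cells were clustered again without the subset markers other than *Cd4*, *Cd8a* and *Cd8b1* and without the genes reported as different in CD8+ T cells. CD8 T-like cells were 253 of 439 T-like cells, or 57.6% (95% interval 52.9% to 62.3%), in the *Lmo7+/+* library and 411 of 613, or 67.0% (63.2% to 70.8%), in the library labelled *Lmo7-/-*, a difference of 9.42 percentage points (3.49 to 15.3). The difference was smallest with the strict filter, at 2.57 percentage points. CD4 T-like cells, a cluster led by *Lrrc32* and *Foxp3*, were 62 cells, or 14.1% (11.0% to 17.7%), and 72 cells, or 11.7% (9.31% to 14.6%), a difference of −2.38 percentage points (−6.63 to 1.68) that was not detectable at this depth. When T-like cells were instead sorted by their *Cd4*, *Cd8a* and *Cd8b1* UMIs after thinning to 1500 UMIs, the difference for CD4 T-like cells was 2.16 percentage points and that for CD8 T-like cells 10.3. That thinning kept 332 and 447 T-like cells and left out 107 and 166. No cluster was named NKT-like at this setting, but with the left-out genes used for clustering 28.0% and 22.5% of the T-like cells were. The cluster closest to the NKT markers *Klrb1c*, *Cd44* and *Zbtb16* held 129 cells and was left unnamed because NK cell genes such as *Gzma* were among its leading genes, and a cluster of 125 cells led by *Il17a* and *Cd163l1* stayed below the marker limit. Together they were 28.2% and 21.2% of the T-like cells.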

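Among the other cell classes, M-MDSC-like cells were 8.70% (95% interval 8.23% to 9.19%) of the cells of the *Lmo7+/+* library and 8.95% (8.45% to 9.48%) of those of the library labelled *Lmo7-/-*. The difference of 0.256 percentage points (−0.442 to 0.957) was not detectable at this depth. With the lenient filter the shares were only 3.74% and 3.01%, and the difference was −0.736 percentage points (−1.14 to −0.333). Dendritic-like cells were 2.33% (2.08% to 2.59%) and 1.74% (1.51% to 1.99%). NK-like cells were 0.546% and 0.422%, fibroblast-like cells 0.930% and 0.809%, endothelial-like cells 0.731% and 0.616% and mast-like cells 0.0517% and 0.169%. The NK-like share depended on the clustering, at 1.85% and 2.07% with a resolution of 1.0, while no cluster took that name with doublets removed, at a resolution of 0.2 or with 20 principal components. At a resolution of 0.2 the dendritic-like shares were 0.657% and 0.590%. B-like cells numbered 10 and 6.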

**Figure 2:**
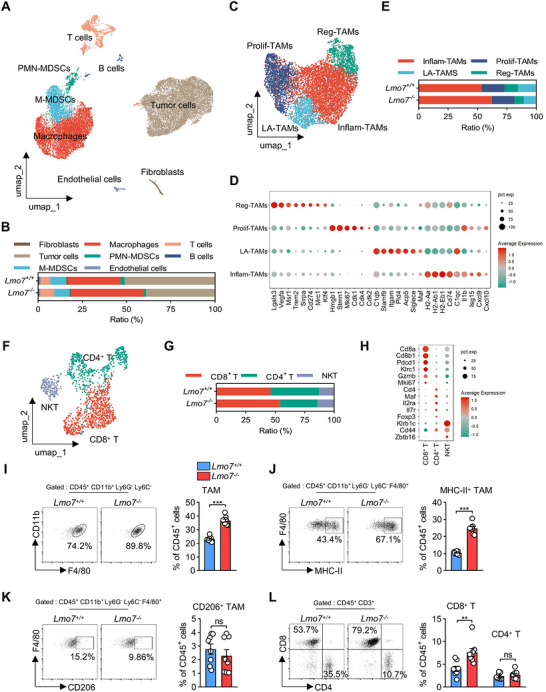
Tumor growth suppression caused by LMO7 deficiency is associated with altered TIME. **A)** Umap plot of scRNA‐seq from mice bearing MC38 tumors. **B)** Bar plot of proportional differences in cells between *Lmo7^+/+^* and *Lmo7^−/−^* mice. **C)** Umap plot displaying four types of macrophages. **D)** Dot plot presenting the expression of signature genes in four types of macrophages. **E)** Bar plot of proportional differences in various macrophages between *Lmo7^+/+^* and *Lmo7^−/−^* mice. **F)** Umap plot showing three types of T cells. **G)** Bar plot of proportional differences in various T cells between *Lmo7^+/+^* and *Lmo7^−/−^* mice. **H)** Dot plot displaying the expression of signature genes in three types of T cells. FACS analysis and quantification of tumor‐associated macrophage (TAM) (**I**), MHC‐II^+^ TAMs **J**), CD206^+^ TAMs, **K**) and T cells **L**) in MC38 tumors. The data are representative of three independent experiments (means ± SEM), n = 8 mice per group **I**,**J**,**K**,**L**). *p* values were analyzed using unpaired two‐tailed *t*‐tests **I**,**J**,**K**,**L**). ns, non‐significance, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

To verify the results of scRNA‐seq and evaluate the immunomodulatory effects of LMO7 deficiency on tumor development, we compared the proportions of immune cells infiltrating MC38 tumors in *Lmo7^+/+^* and *Lmo7^−/−^* mice using flow cytometry (Figure S3A, Supporting Information). In the innate immune compartment, the percentage of TAMs was ≈20% higher in *Lmo7^−/−^* mice compared with *Lmo7^+/+^* mice (Figure 2I), primarily due to an increase in MHC‐II^+^ TAMs (Figure 2J), while CD206^+^ TAMs showed no significant change (Figure 2K). The percentages of PMN‐MDSCs and M‐MDSCs were comparable between the two groups (Figure S3B, Supporting Information). In the lymphocyte compartment, *Lmo7^−/−^* mice displayed a marked increase in the proportion of CD8⁺ T cells among tumor‐infiltrating CD45⁺ immune cells (Figure 2L), while no significant differences were observed in the proportions of CD4⁺ T cells or regulatory T cells (Tregs) (Figure 2L; Figure S3C, Supporting Information). Similarly, the proportions of TAMs, MHC‐II⁺ TAMs, and CD8⁺ T cells were also notably increased in *Lmo7^−/−^* mice bearing B16F10 melanoma tumors compared with those in *Lmo7^+/+^* mice (Figure S3D–F, Supporting Information). Collectively, these findings indicate that the antitumor effects of LMO7 deficiency are driven by tumor microenvironment remodeling, characterized by increased infiltration of antitumor macrophages and CD8⁺ T cells.

### 2.3 LMO7 Deficiency Promotes Reprogramming of TAMs

Given the significance of TAMs and T cells in the tumor immune microenvironment, we further examined which specific cell type is critically regulated by LMO7 deletion. Through scRNA‐seq profiling of TAMs, we detected 180 differentially expressed genes (DEGs) (logFC > 0.5, *p* < 0.05) between *Lmo7^−/−^* and *Lmo7^+/+^* mice, including 93 genes that were upregulated and 87 that were downregulated. 

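Counts were summed over the 2957 and 3585 macrophage-like cells, which gave 17060221 UMIs for the *Lmo7+/+* library and 17692365 UMIs for the library labelled *Lmo7-/-*. The cells of 1 library are not replicates, so no p-value and no number of differentially expressed genes was computed. Over the 11953 genes with at least 20 counts in both libraries together the median log2 ratio was −0.101, and edgeR's TMM scaling moved it to 0.001, so log2 ratios of this size have no direction of their own. Among genes with at least 100 counts, those with the highest log2 ratios were *Ighg2b* (2.99, 95% interval 2.54 to 3.47), *Gm42031* (2.94), *Retnla* (2.76), *Pdcd1lg2* (2.66) and *Igkc* (2.45). *Igkc* fell to −0.11 when macrophage-like cells were taken from clusters at a resolution of 1.0, and *Retnla* to −0.66 at a resolution of 0.2. The lowest were *Ifi208* (−3.83, −4.57 to −3.18), *H19* (−2.61), *Mid1* (−1.70), *Hist1h1e* (−1.34) and *Aldh1a3* (−1.32). *Gm42031* and *Mid1* moved alike in every other host cell class with enough counts. *Retnla* leads one of the clusters of 51 cells named macrophage-like, so its level depends on that cluster. *Ighg2b*, *Igkc*, *Ifi208* and *Hist1h1e* belong to families of similar genes whose reads can be shared between members.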

Among the most significantly upregulated genes in LMO7‐deficient TAMs, many have been reported as markers of antitumor macrophages, such as *Nos2*, *Il18bp*, *Cxcl1*, *Cxcl9*, *Ccl5*, *Ccl8*, and *Fcgr4* (**Figure** **3**A). 

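*Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had 467 counts in the macrophage-like cells of the *Lmo7+/+* library and 1830 in those of the library labelled *Lmo7-/-*, or 27.4 CPM (95% interval 24.9 to 30.0) and 103 CPM (98.7 to 108), a log2 ratio of 1.92 (1.77 to 2.07). The scale moved this value most, to 0.66 for the mean over cells of counts per 10000 with 1 added before the logarithm. *Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) rose from 148 to 511 CPM (log2 ratio 1.79, 1.73 to 1.86), and by as much in macrophage-like cells without a T cell UMI. *Fcgr4* (ENSMUSG00000059089) had the highest level of these genes after *Cxcl9*, with 408 and 945 CPM (1.21, 1.17 to 1.25). *Cxcl9* (ENSMUSG00000029417) stood at 828 and 1631 CPM (0.98, 0.95 to 1.01). The log2 ratio was 1.501 (1.43 to 1.58) for *Ccl8*, 1.36 (1.28 to 1.44) for *Il18bp* and 1.16 (1.09 to 1.23) for *Cxcl1*. Of the other genes marked in Fig. 3A, *Gbp2b* had a log2 ratio of 1.54 and *Gbp4* of 0.99. *Xcr1* rose from 22.2 to 72.3 CPM (1.71, 1.54 to 1.88), a dendritic cell gene that macrophage-like cells carried without *Itgae*. *Wdfy1* rose from 18.5 to 51.04 CPM (1.46, 1.28 to 1.65), and it was higher in each of the 7 host cell classes of that library and not in tumor cell-like cells.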

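Gene Ontology terms were not analysed here, and fixed lists of genes were used instead. In macrophage-like cells, 69 of 76 phagocytosis genes had at least 20 counts, with a median log2 ratio of 0.030, library labelled *Lmo7-/-* over *Lmo7+/+*, and 40 of them above 0. This median lay at the 99.8th percentile of 10000 random lists of the same size matched on mean expression, whose central 95% ran from −0.120 to 0.001. Of 79 inflammatory response genes, 74 had enough counts, with a median log2 ratio of 0.043, 41 of them above 0, at the 99.98th percentile of matched lists (−0.128 to −0.008). The percentiles describe these 2 libraries and are not p-values. Of the phagocytosis genes 9, and of the inflammatory response genes 12, are ones the paper names in macrophages of the same libraries, so the lists are not independent of its selection. With TMM scaling, which moved both medians most, they were 0.13 and 0.14.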

Gene Ontology Biological Process (GOBP) enrichment analysis revealed that the upregulated DEGs were mainly enriched in pathways related to inflammation and phagocytosis (Figure 3B). 

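Among the other lists, the interferon gamma response genes had a median log2 ratio of 0.43 in macrophage-like cells (48 of 50 above 0, 100th percentile of matched lists), and 5 of its 51 members are genes the paper names. The type I interferon response genes had a median of −0.15 (10 of 41 above 0, 7.63th percentile). Proliferation genes had a median of −0.37 (0 of 16 above 0) and dissociation stress genes of −0.33 (5 of 18 above 0). Hypoxia genes had a median of 0.33 (14 of 14 above 0).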

Gene Set Enrichment Analysis (GSEA) of all significantly changed genes (*p* < 0.05) in TAMs further confirmed increased activity in inflammatory and phagocytic pathways (Figure 3C). Additionally, antitumor‐associated and phagocytosis activation‐related genes, including *Il1b*, *Il6*, *Tnf*, *Nos2*, *Ifnb1*, *Ifng*, *Cd86*, *Ccl5*, *Cxcl1*, *Cxcl9*, *Cxcl10*, *Pld4*, *Slc11a1*, *Slc48a1*, *Vav1*, *Rab20*, and *Aif1* were more highly expressed in LMO7‐deficient macrophages. In contrast, several pro‐tumor‐associated genes, such as *Klf4*, *Irf4*, *Cxcl13*, *Il10*, *Trem2*, and *Sirpa* were expressed at lower levels in MC38 tumor‐bearing LMO7‐deficient mice than their wild type counterparts (Figure 3D). 

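Of the 17 genes, 16 had enough counts for a ratio and 15 of these had a higher CPM in the library labelled *Lmo7-/-*, 12 with a 95% interval above 0. Across the alternatives, 13 to 16 genes were higher. *Slc11a1* (log2 ratio 0.42, 95% interval 0.37 to 0.47), *Slc48a1* (0.41, 0.31 to 0.52), *Aif1* (0.28, 0.25 to 0.32), *Cd86* (0.26, 0.18 to 0.34), *Rab20* (0.18), *Cxcl10* (0.17), *Pld4* (0.16) and *Il1b* (0.13, 0.12 to 0.15) rose by less than the genes of Fig. 3A. The intervals of *Tnf* (0.09, −0.005 to 0.18), *Il6* (0.29, −0.26 to 0.83) and *Ifnb1* (5 and 15 counts, 1.53, −0.001 to 3.35) reached 0. *Vav1* had 131 and 129 CPM (−0.03, −0.11 to 0.06). *Ifng* had 0 and 2 counts in the macrophage-like cells, too few for a ratio. *Il1b*, *Rab20* and *Ifng* overlap other annotated transcripts, whose reads can be shared with theirs.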

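Of these 6 genes, 5 had a lower CPM in the macrophage-like cells of the library labelled *Lmo7-/-*, 3 with a 95% interval below 0, and 4 to 6 were lower across the alternatives. *Klf4* stood at 326 and 266 CPM (log2 ratio −0.29, 95% interval −0.35 to −0.23) and *Il10* at 107 and 91.7 CPM (−0.23, −0.32 to −0.13). *Trem2* stood at 184 and 173 CPM (−0.09, −0.16 to −0.02), with a log2 ratio of 0.02 at a resolution of 0.2, 0.07 without cells with a dendritic cell UMI, 0.002 with M-MDSC-like cells added and 0.01 with TMM scaling. The differences of *Irf4* (29 and 24 counts, −0.33, −1.17 to 0.51) and *Cxcl13* (62 and 59 counts, −0.12, −0.66 to 0.41) were not detectable at this depth. *Sirpa* stood at 256 and 260.4 CPM (0.03, −0.04 to 0.09). These tallies cover only the genes listed in the paper's text. Outside them, *Arg1* rose from 41.1 to 151.6 CPM (1.88, 1.76 to 2.01). *Ccl2* (−0.33, −0.405 to −0.256) and *Cxcl2* (−0.31, −0.35 to −0.27) were lower. *C1qb* (0.21), *C1qc* (0.21) and *Siglece* (0.30) were higher. The intervals of *Cd80*, *Rab5a*, *Rab7* and *Vamp7* reached 0. 

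**Figure D2:**
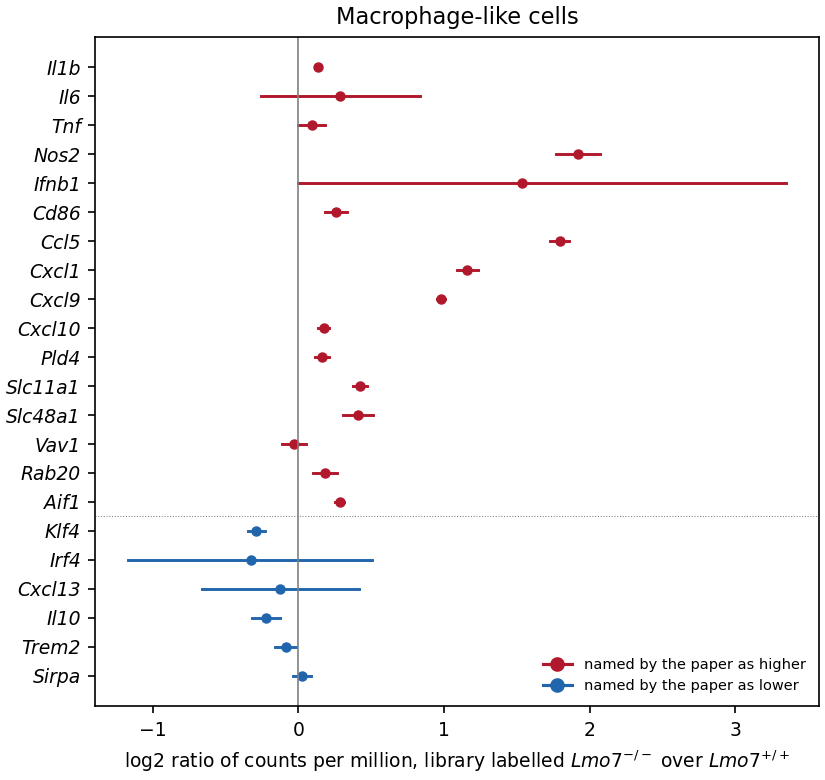
Log2 ratio of CPM in macrophage-like cells, library labelled *Lmo7-/-* over *Lmo7+/+*, for the genes the paper names as higher (red) and as lower (blue). Points are the ratios of 1 library per genotype and bars their 95% intervals for counting error only, and *Nos2* and *Ccl5* lie farthest above 0 among the genes with narrow intervals.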

To further investigate the role of LMO7 in TAMs, we re‐analyzed scRNA‐seq data from colon adenocarcinoma patients (GSE245552).^[^ ^37^ ^]^ Based on LMO7 expression in macrophages, patient samples were divided into low‐LMO7 and high‐LMO7 groups, determined by quartiles, and subjected to integrated analysis (Figure S4A–C, Supporting Information). Differential gene expression analysis in TAMs between low‐LMO7 and high‐LMO7 groups revealed 1330 DEGs (logFC > 1, *p* < 0.05), including 426 upregulated and 904 downregulated genes (Figure 3E). The significantly upregulated genes, such as IL1A, NOS2, CCL5, IFNG, LRP1, and FCGR3B, have been reported to contribute to the killing and clearance of tumor cells (Figure 3E). GSEA of all significantly changed genes (*p* < 0.05) in TAMs indicated higher enrichment in pathways related to inflammatory responses and phagocytosis (Figure 3F; Figure S4D, Supporting Information), consistent with our experimental findings. Furthermore, macrophages with low LMO7 expression exhibited higher levels of antitumor and phagocytosis‐related genes, including IL1B, IL6, TNF, CXCL1, CXCL2, VAV1, SLC11A1, RAB20, RAB5A, SYT7, ABCA7, MYH9, CDC42, and DOCK4, whereas pro‐tumor genes, including CD163, KLF4, IRF4, and IL10, were downregulated (Figure S4E, Supporting Information). Taken together, these findings indicate that LMO7 deficiency induces an antitumor program in TAMs.

**Figure 3:**
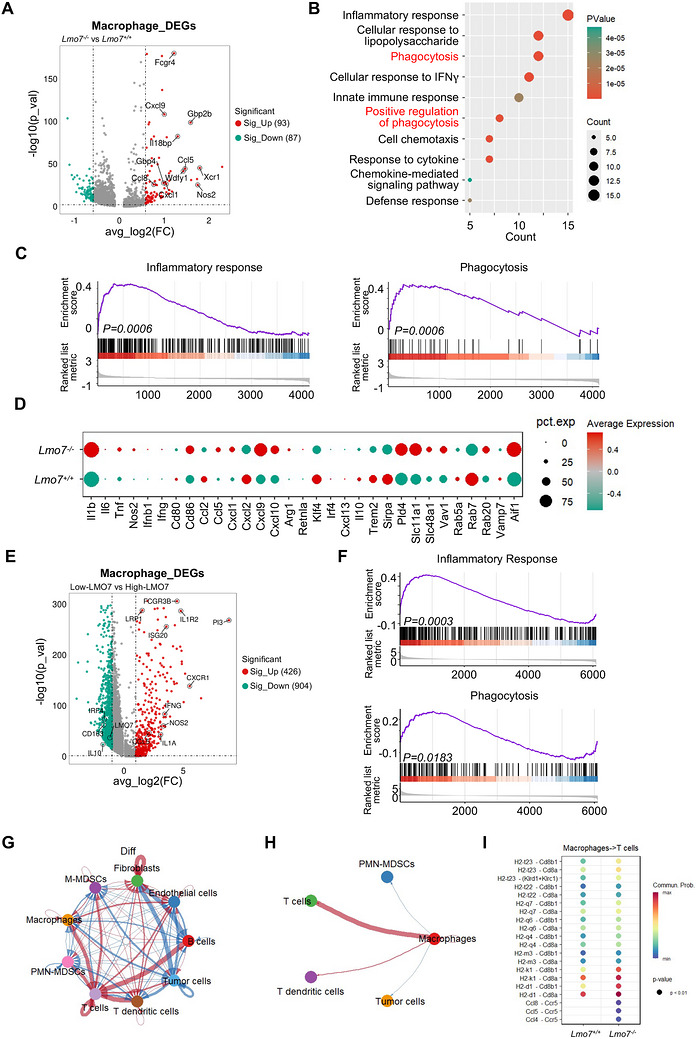
LMO7 deficiency promotes reprogramming of TAMs. **A)** Volcano plot showing the ‐log10 p_val vs log2 fold‐change of genes differentially expressed between *Lmo7^−/−^* and *Lmo7^+/+^* macrophages. **B)** GOBP enrichment analysis using the up‐regulated DEGs of macrophages. **C)** GSEA enrichment analysis using the total changed genes in macrophages. **D)** Relative expression of genes related to the function between *Lmo7^+/+^* and *Lmo7^−/−^* macrophages. **E)** Volcano plot showing the ‐log10 p_val vs log2 fold‐change of genes differentially expressed between Low‐LMO7 and High‐LMO7 macrophages from COAD patients (GSE245552). **F)** GSEA enrichment analysis using the total changed genes in Low‐LMO7 and High‐LMO7 macrophages. **G)** Network plot displaying the difference in the strength of intercellular communication between *Lmo7^−/−^* and *Lmo7^+/+^* mice (blue line represents downregulation of intercellular communication, red line represents upregulation, and the width of the line represents the strength of intercellular communication). **H)** Network plot showing the difference in the strength of intercellular communication from macrophages to others. **I)** Dot plot displaying the expression of ligand‐receptor pairs between macrophages and T cells in *Lmo7^−/−^* and *Lmo7^+/+^* mice tumor (colors represents the communication strength).

We also examined the effect of LMO7 deficiency on CD8^+^ T cells. Analysis of DEGs in CD8^+^ T cells between *Lmo7^−/−^* and *Lmo7^+/+^* mice identified 235 DEGs (logFC > 0.5, *p* < 0.05), including 73 upregulated and 162 downregulated genes (Figure S4F, Supporting Information). 

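Counts were summed over 253 CD8 T-like cells of the *Lmo7+/+* library, with 818510 UMIs, and 411 of the library labelled *Lmo7-/-*, with 1305976 UMIs, and no number of differentially expressed genes was computed. Over 7965 genes with at least 20 counts, the median log2 ratio was −0.054. Among genes with at least 100 counts, *Gzmd* had the highest log2 ratio, at 3.65 (95% interval 3.04 to 4.34) from 22 and 442 counts, and *Satb1* stood at 1.57 (0.96 to 2.23), between *Gzmc* and *Gzmf*. The lowest were *Hspa1a* (−1.87, −2.32 to −1.43), *Cd7* (−1.46), *Gm47283* (−1.22), *Hspa1b* (−1.18) and *Ccnd1* (−1.14). *Hspa1a* was −0.15 with the strict filter and −0.39 with doublets removed, and it shares nearly all its sequence with *Hspa1b*, so the counting could have split their reads.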

Cytotoxic T‐cell effector molecule genes, such as *Ifng*, *Gzmb*, *Gzmc*, *Gzme*, and, *Gzmf* were significantly upregulated in T cells in LMO7‐deficient mice (Figure S4F, Supporting Information), whereas immune checkpoint genes, including *Pdcd1* and *Ctla4*, were significantly downregulated (Figure S4F, Supporting Information). 

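In CD8 T-like cells *Gzmb* (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) stood at 1348 CPM (95% interval 1269 to 1430) in the *Lmo7+/+* library and 2501 CPM (2416 to 2588) in the library labelled *Lmo7-/-*, a log2 ratio of 0.89 (0.79 to 0.99). *Gzme* had 38 and 372 counts (2.62, 2.13 to 3.14), *Gzmc* 115 and 676 counts (1.88, 1.59 to 2.18) and *Gzmf* 355 and 1667 counts (1.56, 1.39 to 1.73). These granzyme genes lie next to each other on chromosome 14 and are similar in sequence, so reads could have been split between them. *Ccl3*, also marked in Fig. S4F, had 94 and 264 counts (0.82, 0.47 to 1.17). *Ifng* had 108 and 221 counts (0.36, 0.02 to 0.71), and its log2 ratio was −0.46 with the strict filter, which kept 90 and 136 CD8 T-like cells. In the larger of the 2 CD8 T-like clusters the log2 ratio of *Ifng* was 1.14 (0.61 to 1.71) and in the proliferating one −0.35 (−0.82 to 0.13). *Pdcd1* (ENSMUSG00000026285, chromosome 1 from 94038305 to 94052553) stood at 525 CPM (477 to 577) and 684 CPM (639.7 to 730.1), a log2 ratio of 0.38 (0.21 to 0.55). *Ctla4* (ENSMUSG00000026011, chromosome 1 from 60887000 to 60915832) stood at 137 CPM (113 to 165) and 215 CPM (191 to 242), a log2 ratio of 0.65 (0.33 to 0.98). In all T-like cells the log2 ratios were 0.33 (0.18 to 0.48) for *Pdcd1* and 0.38 (0.18 to 0.59) for *Ctla4*. Neither gene was lower in the library labelled *Lmo7-/-* under any alternative, nor in either CD8 T-like cluster taken alone.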

GOBP enrichment analysis showed that the upregulated DEGs were mainly enriched in pathways related to CD8^+^ T cell activation and cytotoxicity (Figure S4G, Supporting Information). 

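In place of Gene Ontology terms, the same gene lists were used in CD8 T-like cells. Cytotoxic effector genes had a median log2 ratio of 0.38, library labelled *Lmo7-/-* over *Lmo7+/+*, with 18 of 26 above 0, at the 100th percentile of matched random lists. Of the 27 genes in that list 6 are ones the paper names in CD8+ T cells of these libraries, and the median was 0.12 with the strict filter, the alternative that moved it most. Immune checkpoint genes had a median of 0.18 (9 of 12 above 0, 99.6th percentile), with 2 of the 14 named by the paper. The medians of the inflammatory response (0.02), interferon gamma response (0.02), proliferation (0.035) and hypoxia (0.05) lists lay between the 74.7th and 85.0th percentiles, and that of phagocytosis genes (−0.11) at the 5.06th. The paper names 1 of the inflammatory response genes in these cells. Type I interferon response genes had a median of −0.32 (4 of 22 above 0, 0.540th percentile) and dissociation stress genes of −0.38 (1 of 18 above 0).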

Because we observed concurrent activation of T cells and macrophages, we next sought to comprehensively characterize alterations in cell–cell communication following LMO7 deficiency. We performed CellChat analysis on our scRNA‐seq dataset to map intercellular signaling networks. This analysis revealed complex cell–cell interaction networks across all cell types, with notable differences in interaction strength between *Lmo7^−/−^* mice and *Lmo7^+/+^* mice (Figure 3G). Focusing on macrophage–T cell interactions, we observed substantial alterations in communication patterns between the two groups (Figure 3H). 

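CellChat was not run here, and the values that it works from are given, which are the levels of ligand genes in macrophage-like cells and of receptor genes in T-like cells. Among MHC-I ligand genes in macrophage-like cells, *H2-K1* stood at 2423 CPM in the *Lmo7+/+* library and 3441 CPM in the library labelled *Lmo7-/-* (log2 ratio 0.51, 95% interval 0.49 to 0.52), *H2-D1* had a log2 ratio of 0.42 (0.40 to 0.43) and *H2-T23* of 0.64 (0.59 to 0.69). *H2-Q7* (0.36) and its neighbour *H2-Q6* (0.16) are similar in sequence, so reads could have been split between them. In T-like cells, *Cd8a* had a log2 ratio of 0.23 (0.12 to 0.34) and *Cd8b1* of 0.25 (0.11 to 0.38), and after thinning to 1500 UMIs 60.8% and 67.1% of them had a *Cd8a* UMI (62.4% and 70.0% before), against 0.143% and 0.184% of macrophage-like cells. Of the genes for the receptor of *H2-T23*, *Klrc1* had a log2 ratio of 0.55 (0.38 to 0.72) and *Klrd1* of 0.20 (0.04 to 0.36). With doublets removed, the log2 ratio of *Cd8a* was 0.38. CD8 T-like cells were 57.63% and 67.05% of the T-like cells. The ratios of *Cd8a* and *Cd8b1* can follow that share and do not show more RNA per CD8 T-like cell.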

Detailed ligand‐receptor interaction analysis between macrophages and T cells demonstrated that the MHC‐I‐CD8 signaling axis—crucial for antigen presentation and CD8^+^ T cell activation—and CCL‐CCR5 signaling axis—involved in T cell recruitment—were the most profoundly affected following LMO7 deficiency (Figure 3I). Together, these results demonstrate that LMO7 deficiency drives TAM reprogramming, enhancing their antitumor properties, including inflammation, phagocytosis, and T cell recruitment.

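RNA of the gene for the phagocytic receptor LRP1 in macrophage-like cells was 152 CPM in the *Lmo7+/+* library and 158 CPM in the library labelled *Lmo7-/-* (log2 ratio 0.06, 95% interval −0.02 to 0.14). The log2 ratio was 0.04 (−0.01 to 0.08) for *Itgam*, 0.52 (0.49 to 0.56) for *Itgb2* and 0.70 (0.63 to 0.78) for *Slamf7*. From the higher expression of inflammatory and phagocytosis genes in macrophages, and from the MHC-I signals toward T cells, the paper concludes that loss of LMO7 reprograms TAMs toward inflammation, phagocytosis and the recruitment of T cells.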

### 2.4 LMO7 Deficiency Enhances Immune‐Mediated Tumor Confinement via TAMs

The increased infiltration of CD8^+^ T cells and antitumor TAMs suggested that these cell types may contribute to the antitumor effect of LMO7 deficiency. T cell depletion was performed to evaluate the functional contribution of CD8^+^ T cells in the antitumor effect of LMO7 deficiency. By administering an anti‐CD3ε antibody to LMO7 knockout mice, we found that when tumor‐infiltrated CD3^+^ cells were effectively eliminated (Figure S5A, Supporting Information), both *Lmo7^+/+^* mice and *Lmo7^−/−^* mice exhibited a slight increase in tumor growth following anti‐CD3ε antibody treatment. However, T cell depletion failed to reverse the tumor suppression observed in LMO7‐deficient mice compared to control mice (Figure S5B–D, Supporting Information). Additionally, T cell depletion did not affect the increased infiltration of TAMs and MHC‐II^+^ TAMs caused by LMO7 deficiency (Figure S5E, Supporting Information). These findings indicate that the primary tumor‐suppressive effects of LMO7 deficiency are not mediated by T cells.

We next generated myeloid‐specific LMO7 knockout mice by crossing Lyz2^cre^ mice with *Lmo7^fl/fl^* mice to determine whether LMO7 deficiency suppresses tumor growth primarily through TAM‐mediated mechanisms (Figure S6, Supporting Information). Consistent with the results in global LMO7 knockout mice, tumor growth in Lyz2^cre^ *Lmo7^fl/fl^* mice was significantly suppressed compared to *Lmo7^fl/fl^* controls (**Figure** **4**A–C). Using MC38‐luciferase cells for in vivo imaging, we further confirmed that tumors in Lyz2^cre^ *Lmo7^fl/fl^* mice exhibited markedly reduced luminescent signals, indicating suppressed tumor growth (Figure 4D,E). Flow cytometry analysis showed that the proportions of M‐MDSCs and PMN‐MDSCs within tumor‐infiltrating CD45^+^ cells were not significantly altered by myeloid‐specific LMO7 deficiency (Figure 4F). In contrast, the proportion of TAMs increased significantly (Figure 4G), with MHC‐II⁺ TAMs representing the dominant population (Figure 4H). Notably, myeloid‐specific LMO7 deficiency also increased IFN‐γ secretion by TAMs—a cytokine associated with antitumor immune responses (Figure 4I)—and reduced the proportion of CD206⁺ TAMs, which are linked to tumor‐promoting functions (Figure 4J). Analysis of tumor‐infiltrating T lymphocytes revealed a significant increase in CD8⁺ T cells in Lyz2^cre^ *Lmo7^fl/fl^* mice (Figure 4K), accompanied by a higher proportion of CD8⁺ T cells expressing granzyme B (Figure 4L). However, no significant changes were observed in CD4⁺ T cells or regulatory T cells (Figure 4K,M). Similarly, immunofluorescence staining demonstrated elevated infiltration of F4/80⁺ macrophages and CD8⁺ T cells in the tumors of Lyz2^cre^ *Lmo7^fl/fl^* mice, whereas the infiltration of CD4⁺ T cells remained unchanged (Figure 4N). In addition, tumor growth was also suppressed in heterozygous mice (Lyz2^cre^ *Lmo7^wt/fl^*) compared to *Lmo7^wt/fl^*, with less pronounced inhibition than homozygous (33% ± 12% and 51% ± 13% growth inhibition, respectively, compared with matched controls) (Figure S7A–C, Supporting Information). And the infiltration of TAMs (Figure S7D, Supporting Information), MHC‐II^+^ TAMs (Figure S7E, Supporting Information) and CD8^+^ T cells (Figure S7G, Supporting Information) also increased in MC38 bearing heterozygous mice (Lyz2^cre^ *Lmo7^wt/fl^*), while the infiltration of CD206^+^ TAMs (Figure S7F, Supporting Information) and CD4^+^ T cells (Figure S7G, Supporting Information) remained unchanged. These findings indicate that LMO7 in macrophages dose‐dependently facilitates tumor immune escape.

**Figure 4:**
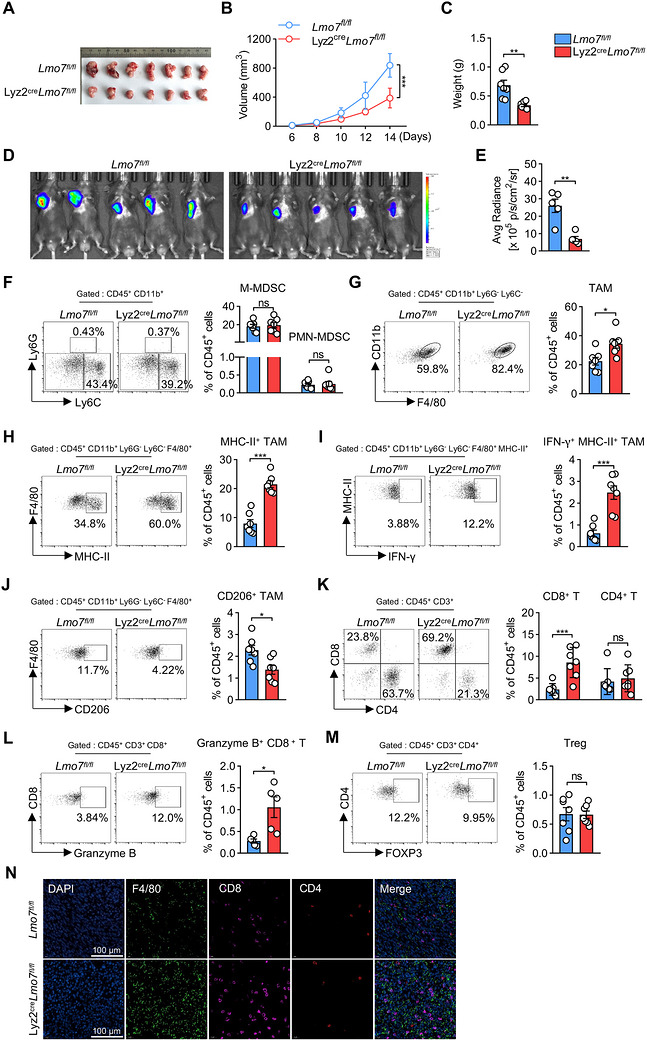
LMO7 deficiency enhances immune‐mediated tumor confinement via TAMs. Tumor photo **A**), tumor growth curves, **B**) and tumor weight **C**) of MC38 bearing *Lmo7^fl/fl^* and Lyz2^cre^ *Lmo7^fl/fl^* mice. In vivo imaging **D**) and average radiance **E**) of MC38‐luciferase bearing *Lmo7^fl/fl^* and Lyz2^cre^ *Lmo7^fl/fl^* mice. FACS analysis and quantification of tumor‐infiltrating MDSCs **F**), macrophages **G**), MHC‐II^+^ TAMs **H**), IFN‐γ^+^ MHC‐II^+^ TAMs **I**), CD206^+^ TAMs **J**), T cells **K**), granzyme B^+^ CD8^+^ T cells, **L**) and regulatory T cells **M**) in MC38 tumors. **N)** Confocal microscopy imaging of macrophages (F4/80^+^, green) and CD8^+^ T cells (violet), CD4^+^ T cells (red), and DAPI (blue) in MC38 tumor sections. Scale bars, 100 µm. The data are representative of three independent experiments (means ± SEM), n = 7 mice per group **A**–**C**,**F**–**K**,**M**) or *n* = 5 mice per group **D**,**E**,**L**). *p* values were analyzed using two‐way ANOVA (Sidak's test) **B**), unpaired two‐tailed *t*‐tests **C**,**E**–**M**). ns, non‐significance, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

Next, we assessed the effect of LMO7 in a therapeutic tumor model. In established tumor‐bearing *Lmo7^fl/f^* mice, we administered AAV9‐F4/80‐Cre to achieve macrophage‐specific LMO7 knockout post‐tumor‐engraftment. As shown in Figure S8A,B (Supporting Information), ZsGreen expression was observed in TAMs after AAV infection, and western blot analysis revealed significant LMO7 reduction in FACS‐isolated TAMs of AAV9‐F4/80‐Cre group compared to AAV9‐F4/80‐Empty group. In addition, tumor growth in *Lmo7^fl/f^* mice treated with AAV9‐F4/80‐Cre was significantly smaller than those in control group (Figure S8C–E, Supporting Information). Moreover, inducible ablation of macrophage LMO7 increased the proportions of TAMs, MHC‐II⁺ TAMs, and CD8^+^ T cells (Figure S8F,G,I, Supporting Information), while the proportions of CD206^+^ TAMs and CD4^+^ T cells remained unchanged (Figure S8H,I, Supporting Information). Taken together, our results demonstrate that macrophage‐specific LMO7 deficiency exerted therapeutic effects, achieved not only by improving TAM functionality but also through promoting CD8⁺ T cell recruitment and activation.

### 2.5 LMO7 Deficiency Enhances TAM Phagocytosis of Tumor Cells

Given the observed upregulation of phagocytosis‐related pathways in LMO7‐deficient TAMs (Figure 3B–F), we sought to assess the effect of LMO7 on TAM phagocytic activity. We first measured the expression of phagocytosis‐related genes in FACS‐isolated TAMs (CD45^+^CD11b^+^Ly6G^−^Ly6C^−^F4/80^+^) from MC38‐bearing *Lmo7^fl/fl^* and Lyz2^cre^ *Lmo7^fl/fl^* mice. The results showed that phagocytosis‐related genes such as *Vav1*, *Pld4*, *Dok3*, *Tyrobp*, *Rab20*, *Slc11a1*, and *Slc48a1* were significantly upregulated in LMO7‐deficient TAMs compared with those in control TAMs (**Figure** **5**A). Consistently, when these TAMs were co‐cultured with MC38 cells to assess phagocytosis, TAMs sorted from MC38‐bearing Lyz2^cre^ *Lmo7^fl/fl^* mice exhibited enhanced phagocytosis of tumor cells compared with those from *Lmo7^fl/fl^* mice (Figure 5B), supporting our hypothesis that LMO7 deficiency promotes macrophage phagocytosis of tumor cells.

**Figure 5:**
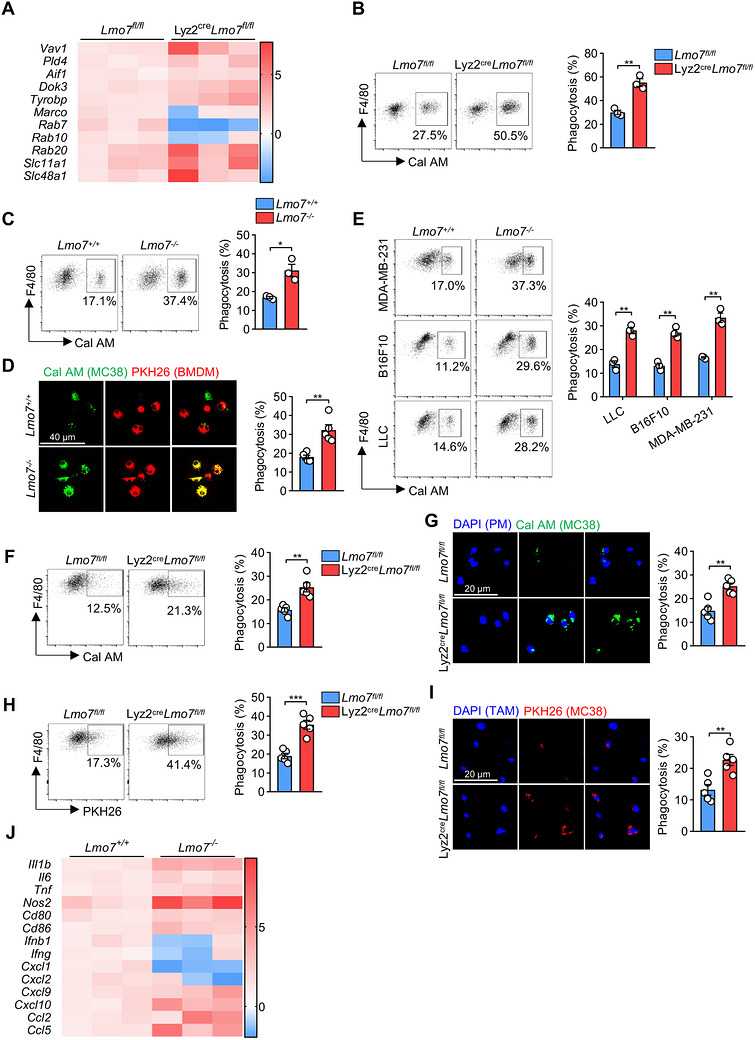
LMO7 deficiency enhances TAM phagocytosis of tumor cells. **A)** Heatmap showing normalized expression of phagocytosis‐related genes between FACS‐sorted TAMs from MC38 tumors in *Lmo7^fl/fl^* and Lyz2^cre^ *Lmo7^fl/fl^* mice. **B)** FACS analysis and quantification of phagocytic activity by *ex vivo* sorted TAMs toward Cal AM‐labeled MC38 tumor cells with anti‐CD47 antibody treatment. **C)** FACS analysis and quantification of phagocytic activity in wild type versus *Lmo7* knockout BMDMs toward Cal AM‐labeled MC38 tumor cells with anti‐CD47 antibody treatment. **D)** Confocal microscopy imaging of PKH26‐stained BMDMs engulfing Cal AM‐labeled MC38 tumor cells with anti‐CD47 antibody treatment. Scale bars, 40 µm. **E)** FACS analysis and quantification of phagocytic activity in wild type versus *Lmo7* knockout BMDMs toward Cal AM‐labeled LLC, B16F10, and MDA‐MB‐231 tumor cells with anti‐CD47 antibody treatment. **F)** FACS analysis and quantification of phagocytic activity in PMs toward Cal AM‐labeled MC38 tumor cells with anti‐CD47 antibody treatment in vivo. **G)** Confocal microscopy imaging of FACS‐isolated PMs (stained by DAPI) engulfing Cal AM‐labeled MC38 tumor cells with anti‐CD47 antibody treatment. Scale bars, 20 µm. **H)** FACS analysis and quantification of phagocytic activity in TAMs toward PKH26‐labeled MC38 tumor cells in vivo. **I)** Confocal microscopy imaging of FACS‐sorted TAMs (stained by DAPI) engulfing PKH26‐labeled MC38 tumor cells. Scale bars, 20 µm. **J)** Heatmap of relative gene expression in *Lmo7* ^−/−^ and *Lmo7* ^+/+^ BMDMs following phagocytosis of MC38 cells. The data are representative of three independent experiments (means ± SEM), *n* = 3 mice per group **A**,**B**) or *n* = 5 mice per group **F**,**H**) or *n* = 5 independent fields **D**,**G**,**I**). *p* values were analyzed using unpaired two‐tailed *t*‐tests **B**–**I**). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

To further validate these findings, we performed in vitro phagocytosis assays by co‐culturing MC38 cancer cells with *Lmo7^−/−^* and *Lmo7^+/+^* macrophages. After treatment with anti‐CD47 antibody to block the CD47‐SIRPα inhibitory axis, LMO7‐deficient macrophages exhibited an ≈20% increase in phagocytosis of tumor cells compared with wild‐type macrophages (Figure 5C). Confocal laser microscopy confirmed that LMO7‐deficient macrophages showed enhanced engulfment of tumor cells (Figure 5D). We also extended this analysis to other tumor types, including Lewis lung cancer (LLC), melanoma (B16F10), and breast cancer (MDA‐MB‐231) cells. LMO7‐deficient macrophages consistently displayed increased phagocytic activity across all tested cancer cell lines following anti‐CD47 antibody treatment (Figure 5E). In addition, we assessed macrophage phagocytosis in vivo. MC38 cells pre‐treated with anti‐CD47 antibodies were injected into the peritoneal cavity of mice. Peritoneal macrophages (PMs) were then isolated and analyzed for phagocytic activity. Macrophages from Lyz2^cre^ *Lmo7^fl/fl^* mice exhibited significantly enhanced phagocytosis compared with those from *Lmo7^fl/fl^* mice (Figure 5F). Confocal laser microscopy further confirmed that FACS‐isolated LMO7‐deficient PMs showed enhanced engulfment of tumor cells (Figure 5G). To examine macrophage phagocytosis at tumor sites, we inoculated *Lmo7^fl/fl^* and Lyz2^cre^ *Lmo7^fl/fl^* mice with PKH26‐labeled MC38 cells and then examined PKH26‐labeled TAMs. The results showed that LMO7‐deficient TAMs were more effective at directly phagocytosing tumor cells (Figure 5H), and confocal laser microscopy further confirmed that FACS‐sorted LMO7‐deficient TAMs displayed enhanced phagocytosis of tumor cells (Figure 5I).

Macrophages that engulf tumor cells typically exhibit a pro‐inflammatory phenotype.^[^ ^38^ ^]^ To explore whether macrophage LMO7 deficiency affects this phenotype, we measured inflammation‐related genes expression in *Lmo7^−/−^* and *Lmo7^+/+^* BMDMs following MC38 cell phagocytosis. Comparing with wild‐type controls, LMO7‐deficient macrophages exhibited increased expression of pro‐inflammatory cytokines and chemokines, including *Il1b*, *Tnfa*, *Nos2*, *Cxcl9*, *Cxcl10*, *Ccl2*, and *Ccl5* (Figure 5J). Altogether, these results suggest that LMO7 deficiency enhances TAM‐mediated phagocytosis of tumor cells, contributing to an antitumor immune microenvironment that supports tumor suppression.

### 2.6 LMO7 Deficiency Enhances Macrophage Phagocytosis Through LRP1

To investigate the mechanisms by which LMO7 modulates macrophage phagocytosis, we analyzed the expression of key phagocytic receptors, including LRP1, CD319, CD11b, and CD18 on TAMs and BMDMs. Flow cytometry revealed that LRP1 expression was significantly increased in both LMO7‐deficient TAMs and BMDMs, whereas the expression levels of other receptors remained unchanged (**Figure** **6**A,B). To determine whether enhanced phagocytic activity of LMO7‐deficient macrophages was dependent on LRP1, we used LRPAP1, a specific LRP1 inhibitor, in phagocytosis assays. Blocking LRP1 significantly reduced the phagocytic activity of LMO7‐deficient macrophages against various cancer cell lines, including MC38, B16F10, and MDA‐MB‐231 cells (Figure 6C). Confocal imaging confirmed that LRP1 inhibition abolished the enhanced engulfment observed in LMO7‐deficient macrophages (Figure 6D). To investigate the role of LRP1‐dependent phagocytosis in tumor suppression resulting from conditional LMO7 deletion in macrophages, we performed in vivo functional analysis. Tumor‐bearing mice received intratumoral injections of LRPAP1 on days 6, 8, 10, and 12 after MC38 cell implantation. LRPAP1 treatment abrogated the tumor suppression observed in Lyz2^cre^ *Lmo7^fl/fl^* mice, leading to tumor growth comparable to that of *Lmo7^fl/fl^* mice (Figure 6E–G). Flow cytometry analysis of immune cells revealed that LRP1 blockade reversed the increased infiltration of TAMs, MHC‐II^+^ TAMs, and CD8^+^ T cells caused by LMO7 deficiency (Figure 6H,I). Collectively, these findings indicate that LMO7 deficiency enhances macrophage phagocytosis by upregulating LRP1 expression and that LRP1 plays a central role in mediating the antitumor effects of LMO7‐deficient macrophages.

**Figure 6:**
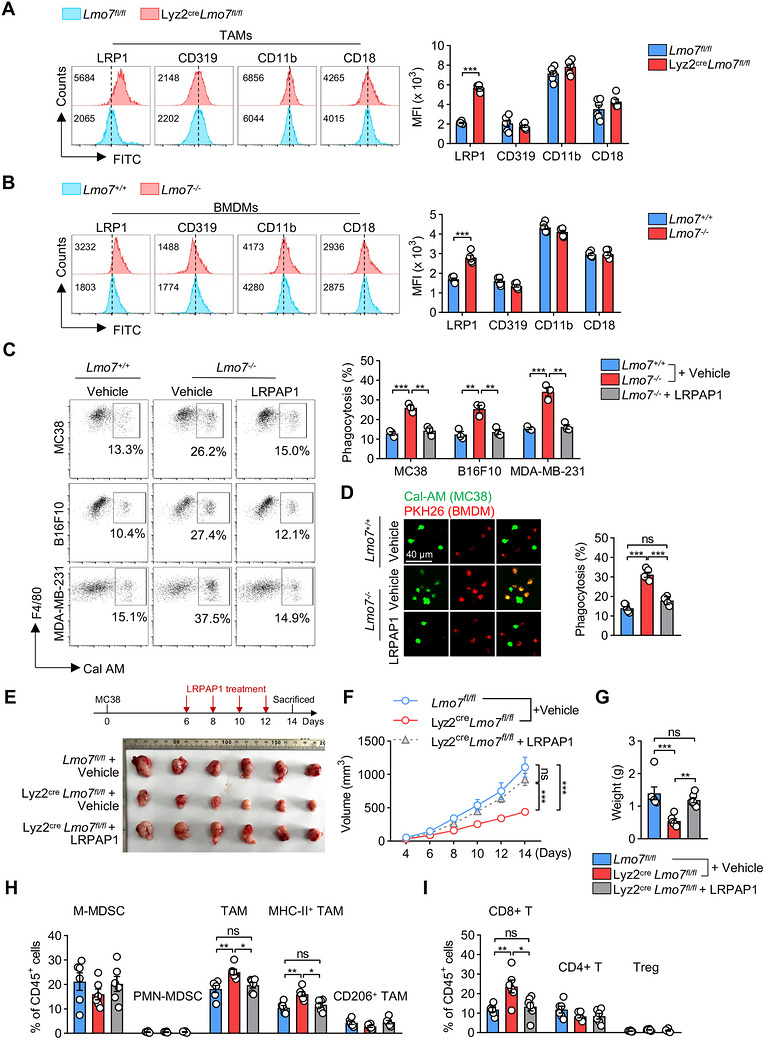
LMO7 deficiency enhances macrophage phagocytosis through LRP1. Mean fluorescence intensity (MFI) and quantification of phagocytic receptor LRP1, CD319, CD11b, and CD18 expression on TAMs **A**) and BMDMs **B**). **C)** FACS analysis and quantification of phagocytic activity in wild type versus *Lmo7* knockout BMDMs toward Cal AM‐labeled MC38, B16F10, and MDA‐MB‐231 tumor cells, with or without LRPAP1 treatment. **D)** Confocal microscopy imaging of PKH26‐stained BMDMs engulfing Cal AM‐labeled MC38 tumor cells, with or without LRPAP1 treatment. Scale bars, 40 µm. MC38 bearing Lyz2^cre^ *Lmo7^fl/fl^* mice were treated with LRPAP1 on days 6, 8, 10, and 12. Tumor photo **E**), tumor growth curves **F**), and tumor weight **G**) of MC38 bearing *Lmo7^fl/fl^* and Lyz2^cre^ *Lmo7^fl/fl^* mice. FACS analysis and quantification of tumor‐infiltrating MDSCs, macrophages **H**), and T cells **I**). The data are representative of three independent experiments (means ± SEM), *n* = 6 mice per group **A**,**B**,**E**–**I**) or *n* = 5 independent fields **D**). *p* values were analyzed using unpaired two‐tailed *t*‐tests **A**,**B**), one‐way ANOVA (Tukey's test) **C**,**D,G,H, I**), two‐way ANOVA (Sidak's test) **F**). ns, non‐significance, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

### 2.7 LMO7 Interacts With and Promotes Degradation of LRP1 β Chain

To investigate how LMO7 regulates the expression of LRP1, we first examined whether LMO7 physically interacts with LRP1. LRP1 is a heterodimeric receptor composed of an extracellular α chain and a transmembrane β chain, with the β chain undergoing endocytosis during receptor recycling or activation.^[^ ^39^, ^40^ ^]^ Co‐immunoprecipitation assays following overexpression of Myc‐LMO7 and Flag‐LRP1 β chain in HEK293T cells demonstrated an interaction between LMO7 and LRP1 β chain (**Figure** **7**A). Immunofluorescence imaging confirmed their colocalization in the cytoplasm of HeLa cells (Figure 7B). These results indicate that LMO7 can interact with LRP1 through LRP1 β chain.

**Figure 7:**
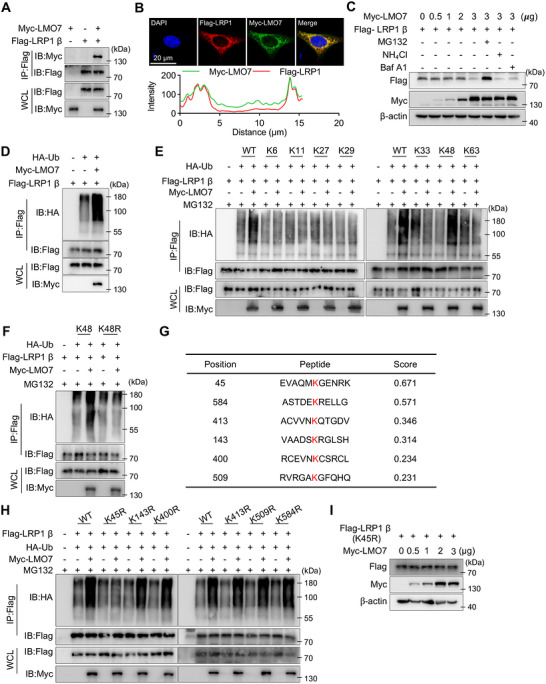
LMO7 interacts with and promotes degradation of LRP1 β chain. **A)** Co‐immunoprecipitation and immunoblot analysis of HEK293T cells co‐transfected with Flag‐LRP1 β chain and Myc‐LMO7, followed by IP with the anti‐Flag antibody. WCL, whole‐cell lysate. **B)** Confocal microscopy imaging of HeLa cells expressing Flag‐LRP1 β chain (red) and Myc‐LMO7 (green) with antibody to the appropriate protein, along with DAPI (blue). Scale bars, 20 µm. Bottom: Pearson correlation analysis of fluorescence intensities. **C)** Immunoblot (IB) analysis of LRP1 β chain protein expression in HEK293T cells transfected with Flag‐LRP1 β chain and different amounts of Myc‐LMO7. MG132, NH4Cl or Bafilomycin A1 were added to treat the cells for 6 h, if necessary. β‐actin served as a loading control. **D)** Immunoprecipitation (IP) and immunoblot (IB) analysis of ubiquitination of LRP1 β chain in HEK293T cells co‐transfected with Flag‐LRP1 β chain, HA‐Ub, along with Myc‐LMO7. **E,F)** HEK293T cells were transfected with Flag‐LRP1 β chain and Myc‐LMO7, along with HA‐Ub or its mutants (K6, K11, K27, K29, K33, K48, K63, and K48R). Cell lysates were subjected to immunoprecipitation by the anti‐Flag antibody, and then immunoblotted with the indicated antibodies. **G)** The potential ubiquitination sites on LRP1 β chain predicted by GPS‐Uber database. **H)** Flag‐LRP1 β chain or its mutants (K45R, K143R, K400R, K413R, K509R, and K584R) were individually transfected into HEK293T cells, along with Myc‐LMO7 and HA‐Ub. Cell lysates were subjected to immunoprecipitation by the anti‐Flag antibody, and then immunoblotted with the indicated antibodies. **I)** Immunoblot analysis of LRP1 β chain levels in HEK293T cells transfected with Flag‐LRP1 β chain (K45R) mutant with different amounts of Myc‐LMO7. β‐actin acted as a loading control. The data are representative of three independent experiments.

Since LMO7 functions as an E3 ubiquitin ligase, we next tested whether it regulates LRP1 protein levels. Immunoblot analysis showed that LMO7 overexpression significantly reduced the protein levels of LRP1 β chain (Figure 7C). Furthermore, treatment with the proteasome inhibitor MG132 restored LRP1 β chain expression, whereas lysosome inhibitors (Bafilomycin A1 and NH4Cl) had no effect, supporting a proteasome‐dependent degradation mechanism (Figure 7C). To determine whether LMO7 promotes ubiquitination of the LRP1 β chain, we co‐transfected HEK293T cells with Myc‐LMO7, Flag‐LRP1 β chain, and HA‐tagged ubiquitin (HA‐Ub) plasmids. Overexpression of Myc‐LMO7 markedly enhanced polyubiquitination of the LRP1 β chain in the presence of MG132 (Figure 7D). Ubiquitin chains can form through various lysine linkages, including Lys6, Lys11, Lys27, Lys29, Lys33, Lys48, and Lys63. To identify the specific ubiquitin linkage type, we employed mutant ubiquitin constructs that retain only one lysine residue (K6, K11, K27, K29, K33, K48, or K63) while replacing all others with arginine. The results showed that LMO7 predominantly mediates K48‐linked polyubiquitination of the LRP1 β chain (Figure 7E). This was further confirmed by using the K48R Ub mutant, in which lysine 48 is substituted with arginine, thereby abolishing LMO7‐induced LRP1 β chain ubiquitination (Figure 7F). These findings suggest that LMO7 promotes K48‐linked polyubiquitination of the LRP1 β chain.

To identify the precise ubiquitination site targeted by LMO7, we used GPS‐Uber, a bioinformatics prediction tool, to assess potential lysine residues on the LRP1 β chain.^[^ ^41^ ^]^ Several candidates were identified, including Lys45, Lys143, Lys400, Lys413, Lys509, and Lys584 (Figure 7G). These residues were individually mutated to arginine to generate single‐point mutants (K45R, K584R, K413R, K143R, K400R, K509R). Among these, mutation of Lys45 to arginine (K45R) nearly abolished LMO7‐induced polyubiquitination of the LRP1 β chain (Figure 7H). Moreover, overexpression of LMO7 failed to reduce LRP1 β chain protein level in the K45R mutant, confirming the functional relevance of this site (Figure 7I). In conclusion, these results demonstrate that LMO7 interacts with the LRP1 β chain and promotes its degradation via K48‐linked polyubiquitination at Lys45 on the LRP1 β chain, thereby reducing LRP1 surface expression and impairing macrophage phagocytic activity.

### 2.8 The Combination of LMO7 Inhibition and Anti‐SIRPα Antibody Amplifies TAM‐Mediated Tumor Regression

Despite the therapeutic promise of phagocytosis checkpoint blockade, two fundamental constraints persist: i) dose‐limiting hematopoietic toxicity of CD47‐targeting agents, and ii) the marginal single‐agent activity of SIRPα inhibitors. Our discovery that LMO7 acts as a tunable regulator of macrophage “eat‐me” signaling, motivates its therapeutic exploitation in parallel with “don't‐eat‐me” pathway inhibition. We first evaluated the effect of combined SIRPα antibody in macrophage‐specific LMO7‐deficient mice. Our results showed limited antitumor efficacy of anti‐SIRPα monotherapy, whereas the combination group (LMO7‐deficient mice + anti‐SIRPα) exhibited significantly enhanced tumor suppression (Figure S9A–C, Supporting Information). In addition, combination therapy also promoted the infiltration of TAMs (Figure S9D, Supporting Information), MHC‐II^+^ TAMs (Figure S9E, Supporting Information), and CD8^+^ T cells (Figure S9F, Supporting Information), while the proportion of CD4^+^ T cells remained unchanged (Figure S9F, Supporting Information). Subsequently, to develop a therapeutically translatable strategy beyond knockout models, we employed AAV‐mediated LMO7 silencing (AAV9‐F4/80‐*Lmo7‐*shRNA) coupled with anti‐SIRPα antibody treatment to evaluate combinatorial antitumor efficacy in established syngeneic tumors. As shown in **Figure** **8**A,B, eGFP expression was observed in TAMs after AAV infection, and western blot analysis revealed LMO7 reduction in FACS‐isolated TAMs of AAV9‐F4/80‐*Lmo7‐*shRNA group compared to AAV9‐F4/80‐*Scramble‐*shRNA group. AAV9‐F4/80‐*Lmo7‐*shRNA monotherapy achieved 38% ± 6% tumor growth inhibition, while the combination with anti‐SIRPα enhanced suppression to 75% ± 6% (Figure 8C–E). In addition, this combination therapy also improved the tumor immune microenvironment, which further promoted the infiltration of TAMs (Figure 8F), MHC‐II+ TAMs (Figure 8G), and CD8+ T cells (Figure 8H). Collectively, these data establish that combinatorial targeting of LMO7 deficiency and SIRPα blockade synergistically enhances macrophage‐mediated antitumor immunity, providing a novel therapeutic paradigm for overcoming current limitations in phagocytosis checkpoint immunotherapy.

**Figure 8:**
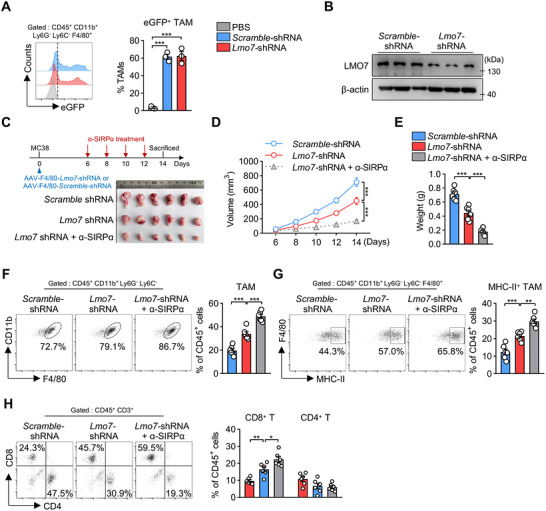
Therapeutic AAV‐mediated LMO7 silencing synergizes with SIRPα blockade to potentiate tumor regression. MC38 bearing wild type mice were treated with AAV9‐F4/80‐*Scramble*‐shRNA or AAV9‐F4/80‐*Lmo7*‐shRNA virus via tail vein on day 0 and treated with anti‐SIRPα antibody on days 6, 8, 10, and 12. **A)** FACS analysis and quantification of the eGFP fluorescence ratio of TAMs. **B)** The expression of LMO7 in FACS‐isolated TAMs. Tumor photo **C**), tumor growth curves **D**), and tumor weight **E**) of MC38 bearing wild type mice. FACS analysis and quantification of TAMs **F**), MHC‐II^+^ TAMs, **G**) and T cells **H**). The data are representative of three independent experiments (means ± SEM), n = 3 mice per group (**A**, **B**), *n* = 6 mice per group **C**–**H**). *p* values were analyzed using two‐way ANOVA (Sidak's test) **C**), one‐way ANOVA (Tukey's test) **A**,**E**–**H**). ns, non‐significance, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

## 3 Discussion

Tumor‐associated macrophages have emerged as important targets in cancer immunotherapy due to their potent phagocytic activity and their regulatory role in inflammation.^[^ ^1^, ^42^ ^]^ In this study, we identified LMO7 as a negative regulator of TAM‐mediated phagocytosis. LMO7 deficiency in macrophages significantly suppressed tumor growth by enhancing tumor cell engulfment, promoting the expression of antitumor genes, and increasing CD8^+^ T cell infiltration. Mechanistically, LMO7 catalyzed the ubiquitination and proteasomal degradation of LRP1, thereby restricting macrophage phagocytic function. The combined treatment of LMO7 deficiency and anti‐SIRPα antibody further inhibited tumor progression. These findings reveal a previously unrecognized role of LMO7 in regulating TAM phagocytosis and propose LMO7 as a potential target for immunotherapy.

TAMs represent a major component of the TIME and exhibit robust phagocytic capacity.^[^ ^43^ ^]^ Increasing evidence suggests that macrophage phagocytosis contributes to tumor suppression through multiple mechanisms.^[^ ^44^ ^]^ First, direct phagocytosis of tumor cells by TAMs can restrict tumor growth.^[^ ^38^, ^45^ ^]^ Second, TAMs act as antigen presenting cells, priming effector T cell responses against tumor cells.^[^ ^46^, ^47^, ^48^ ^]^ Third, phagocytosis modulates TAM polarization, promoting the secretion of tumor‐suppressive cytokines and enhancing antitumor immunity.^[^ ^38^, ^49^ ^]^ In our study, LMO7 deletion led to tumor suppression accompanied by increased infiltration of TAMs and CD8⁺ T cells. Importantly, the antitumor effects of LMO7 deficiency were primarily attributed to its regulation of macrophage function rather than direct effects on T cells. While our previous work has implicated LMO7 in controlling inflammatory cytokine production in macrophages,^[^ ^29^ ^]^ we now demonstrate its non‐redundant role in controlling phagocytic capacity and immune regulation. Notably, pharmacological inhibition of LRP1 with LRPAP1 abrogated the enhanced phagocytosis and CD8^+^ T cell infiltration observed in LMO7‐deficient macrophages, further supporting the critical role of macrophage phagocytosis in mediating the antitumor effects of LMO7 deletion.

LRP1 is a multifunctional endocytic and signaling receptor belonging to the LDL receptor (LDLR) gene family and is widely expressed across various tissues.^[^ ^39^ ^]^ LRP1 has been postulated to participate in numerous diverse physiological and pathological processes ranging from plasma lipoprotein homeostasis, atherosclerosis, and fibrinolysis to neuronal regeneration and survival.^[^ ^50^, ^51^, ^52^ ^]^ In vivo studies have shown that LRP1 contributes to cancer progression through its roles in tumor cell proliferation, migration, and invasion.^[^ ^53^, ^54^, ^55^ ^]^ In the context of the tumor microenvironment, LRP1 in macrophages serves not only as a receptor for “eat me” signals but also as a modulator of inflammatory responses. For example, it was reported that monocytes infiltration was strongly enhanced in PanO2 pancreatic carcinoma cells‐bearing myeloid cells specific LRP1‐deficient mice, and it also showed that LRP1‐deficient macrophages expressed high levels of CCL3 and vascular endothelial growth factor (VEGF) into the tumor microenvironment to regulate the progression of the tumor.^[^ ^56^ ^]^ Thus, targeting LRP1 presents a promising strategy for the development of cancer immunotherapies. However, to date, the regulation mechanism of LRP1 in tumors remains controversial. For instance, SRE binding protein (SREBP) and GR element (GRE) modulate LRP1 mRNA levels,^[^ ^13^, ^57^ ^]^ while activated insulin signaling can promote LRP1 degradation via the proteasome system.^[^ ^58^ ^]^ Other studies suggest that aggregated LDL prolongs LRP1 half‐life by preventing its ubiquitination through CHFR inhibition.^[^ ^59^ ^]^ In our study, we discovered that LMO7 deficiency significantly upregulates LRP1 expression in macrophages. Moreover, we identified LMO7 as an E3 ubiquitin ligase that mediates K48‐linked polyubiquitination at lysine 45 (K45) of the LRP1 β chain, promoting its degradation via the proteasome and thereby suppressing macrophage phagocytosis. These findings not only reveal a novel post‐translational regulatory mechanism of LRP1 but also underscore the immunomodulatory potential of targeting the LMO7‐LRP1 axis in TAMs.

Macrophage‐based immunotherapies that harness phagocytosis have recently gained momentum due to their dual role in eliminating tumor cells and stimulating adaptive immunity. In addition to antibody‐dependent cellular phagocytosis induced by rituximab or cetuximab,^[^ ^60^, ^61^ ^]^ recent strategies have focused on targeting phagocytosis checkpoints to enhance macrophage‐mediated clearance. Nowadays, over 23 CD47 targeting therapeutic agents are under investigation across 46 clinical trials.^[^ ^4^ ^]^ Monoclonal antibodies such as BND‐22, Pembrolizumab, and IMM47 were also designed to interfere with the interaction between phagocytosis checkpoint signal to enhance the engulfment of cancer cells by phagocytes.^[^ ^62^, ^63^, ^64^ ^]^ However, these agents frequently induce hematological toxicities, limiting their clinical utility.^[^ ^65^ ^]^ Another promising strategy involves amplifying “eat me” signals on tumor cells, such as calreticulin exposure, through chemotherapy, radiotherapy, or immunotherapy.^[^ ^66^ ^]^ Enhancing macrophage recognition of these signals using antibodies or immunomodulators is an active area of drug development. Combination therapies have also shown potential to improve phagocytosis. Previous reports showed that combining a CD47 blocking antibody with Temozolomide, a DNA alkylating agent used in the treatment of glioblastoma, can enhance CD47 antibody‐mediated phagocytosis and lead to tumor regression.^[^ ^67^ ^]^ There have been previous reports regarding the combining enhancement of “eat‐me” signals with blockade of “don't‐eat‐me” signals can temper TNF‐α‐dependent inflammation, and limit atherosclerosis.^[^ ^68^ ^]^ In our study, we reveal that macrophage‐specific LMO7 ablation potentiates anti‐SIRPα therapy. Moreover, to establish a translatable pharmacological approach, leveraging an optimized AAV‐based macrophage‐targeting platform,^[^ ^69^, ^70^ ^]^ we demonstrated that AAV‐mediated LMO7 silencing phenocopied genetic knockout, achieving comparable synergistic tumor suppression with anti‐SIRPα. These results highlight the potential of integrating LMO7‐targeted therapies with existing checkpoint inhibitors to optimize macrophage‐based immunotherapy. In the future, beyond transcriptional/translational suppression of LMO7, its characterized E3 ubiquitin ligase activity presents an alternative druggable vulnerability. Structure‐guided development of small‐molecule inhibitors targeting the F‐box ubiquitin ligase domain could yield pharmacologically tractable agents for combination immunotherapy regimens.

## 4 Conclusion

In conclusion, this study identifies LMO7 as a critical intrinsic regulator of TAM function and tumor immunity. By promoting the ubiquitination and degradation of LRP1, LMO7 impairs macrophage phagocytosis and contributes to tumor immune evasion. Targeting LMO7, particularly in combination with anti‐SIRPα therapy, offers a novel approach to improve macrophage‐targeted cancer immunotherapy and enhance patient outcomes.

## 5 Experimental Section

### Mice

Genomic LMO7 knockout mice (*Lmo7* ^−/−^) and conditional LMO7 knockout mice (*Lmo7^fl/fl^*) in the C57BL/6 background were generated by Cyagen Biosciences Inc. (Suzhou, China) as previously reported.^[^ ^28^, ^29^ ^]^ Myeloid‐specific LMO7‐deficient mice (Lyz2^cre^ *Lmo7^fl/fl^*, Lyz2^cre^ *Lmo7^wtl/fl^*) were generated by crossing Lysozyme M‐cre mice (Jackson Laboratory) with *Lmo7^fl/fl^* mice. Mouse genotype identification primers are shown in Table S1 (Supporting Information). All mice were bred and maintained in pathogen‐free conditions under a 12 h light and dark cycle, with stable temperature (20 °C–24 °C) and humidity (45%–65%) at Shanghai Jiaotong University (Shanghai, China). All experimental procedures involving animals were approved by the Animal Care and Use Committee of Shanghai Jiaotong University and conducted in accordance with the “Animal Management Regulations” (revised 2024) issued by the National Science and Technology Commission (A2023219‐011).

### Reagents

D‐Luciferin potassium salt (ST‐196) and DAPI (C1005) were purchased from Beyotime Biotechnology (Shanghai, China). Collagenase D (11088866001), DNase I (10104159001), Triton X‐100 (2315025), BSA (SRE0098), protease inhibitor cocktail (P8340), and PKH26 (PKH26GL) were obtained from Sigma–Aldrich (St. Louis, MO, USA). Antibodies for Flag‐Tag (14793S, RRID: AB_2572291), HA‐Tag (3724S, RRID: AB_1549585), Myc‐Tag (2272S, RRID: AB_10692100), LRP‐1 (64099S, RRID: AB_2799654), F4/80 (30325S, RRID: AB_2798990), CD4 (25229S, RRID: AB_2798898), CD8 (98941S, RRID: AB_2756376), and β‐actin (8457S, RRID: AB_10950489) were sourced from Cell Signaling Technology (Boston, MA, USA). The Alexa Fluor 488‐conjugated Goat anti‐rabbit secondary antibody (111‐545‐003, RRID: AB_2338046) and Alexa Fluor 594‐conjugated Goat anti‐mouse secondary antibody (115‐585‐003, RRID: AB_2338871) were purchased from Jackson ImmunoResearch (West Grove, PA, USA). The Fixable Viability Stain 510 (564406, RRID: AB_2869572), APC‐Cy7 conjugated CD45 (557659, RRID: AB_396774), PE‐Cy7 conjugated Ly6C (560593, RRID: AB_1727557), BV650 conjugated Ly6G (740554, RRID: AB_2740255), FITC conjugated CD11b (561688, RRID: AB_10898180), BV605 conjugated F4/80 (743281, RRID: AB_2741399), AF647 conjugated I‐A/I‐E (562367, RRID: AB_11152078), PE conjugated CD206 (568273, RRID: AB_2916867), BV786 conjugated IFN‐γ (563773, RRID: AB_2738419), FITC‐conjugated CD3 (553061, RRID: AB_394594), BUV737 conjugated CD4 (612761, RRID: AB_2870092), PE‐CF594 conjugated CD8a (562315, RRID: AB_11154579) and BV421 conjugated FOXP3 (562996, RRID: AB_2737940) were purchased from BD Bioscience (San Jose, CA, USA). The anti‐human CD47 antibody (GM‐27657AB) was sourced from Genomeditech (Shanghai, China). The anti‐mouse CD47 antibody (MIAP301, RRID: AB_627088) was purchased from Santa Cruz Biotechnology (Dallas, USA). Antibodies for CD3ε (GM‐87887MAB) and SIRPα (GM‐87905MAB) for in vivo experiments were purchased from Genomeditech (Shanghai, China). AAV9‐F4/80‐Empty‐EF1‐ZsGreen1‐WPRE (101216GP‐AAV), AAV9‐F4/80‐Cre‐EF1‐ZsGreen1‐WPRE (101205GO‐AAV), AAV9‐F4/80‐eGFP‐5′miR30‐*Scramble‐*shRNA‐3′miR30‐WPRE (105801GY‐AAV) and AAV9‐F4/80‐eGFP‐5′miR30‐*Lmo7‐*shRNA‐3′miR30‐WPRE (113563GM‐AAV) (Mouse *Lmo7*‐shRNA sequence: 5′‐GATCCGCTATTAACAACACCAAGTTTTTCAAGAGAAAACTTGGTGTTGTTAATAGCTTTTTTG‐3′)^[^ ^28^ ^]^ were obtained from Genomeditech (Shanghai, China). RPMI‐1640 medium (11875093), DMEM medium (11965092), fetal bovine serum (FBS, 10099), and penicillin–streptomycin (15070063) were obtained from Gibco (Grand Island, NY, USA). Calcein‐AM (40719ES60), PEI transfection reagent (40816E), plasmid extraction mini kits (19001ES70), Hifair AdvanceFast One‐step RT‐gDNA Digestion SuperMix for qPCR (11151ES60), and Hieff UNICON Universal Blue qPCR SYBR Green Master Mix (11184ES08) were sourced from Yeasen Biotech (Shanghai, China). LRPAP1 protein was purchased from MedChemExpress (New Jersey, USA). The KOD‐Plus‐Mutagenesis Kits (SMK‐101) were obtained from TOYOBO (Osaka, Japan). The Protein A/G Agarose beads (SA032100) were obtained from Smart‐Lifescience (Changzhou, China). The nitrocellulose membranes (10600002) were sourced from GE Healthcare (Little Chalfont, UK). The PE conjugated granzyme B (12‐8898‐80, RRID: AB_10853811), ECL detection kits (A38555), and Trizol (15596018CN) were purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### Cell Culture

The mouse colon cancer cell line MC38 (RRID: CVCL_B288), the human embryonic kidney cell line HEK293T cells (RRID: CVCL_0063), and the human cervical carcinoma HeLa cell line (RRID: CVCL_0030) were cultured in DMEM or RPMI‐1640 (Gibco), supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin‐streptomycin (Yeasen Biotech). All cell lines were obtained from ATCC and tested negative for mycoplasma contamination. The MC38‐luciferase cells were obtained by infecting normal MC38 cells with CMV‐Luc‐Puro Lentivirus (GM‐0220IV210, Genomeditech) and selecting with puromycin. Bone marrow‐derived macrophages (BMDMs) were isolated from wild type or LMO7 knockout C57BL/6 mice as previously described.^[^ ^71^ ^]^ Briefly, bone marrow cells were extracted from the femurs and tibias and cultured in DMEM (Gibco) supplemented with 10 ng mL^−1^ recombinant mouse M‐CSF for 5–7 days. All cells were maintained at 37 °C in a humidified incubator with 5% CO_2_.

### Animal Models

MC38 cells (5 × 10^5^) were inoculated subcutaneously into 6–8 weeks female *Lmo7* ^−/−^, Lyz2^cre^ *Lmo7^wt/fl^*, Lyz2^cre^ *Lmo7^fl/fl^* mice, and their corresponding control mice. Tumor size was measured every 2 days using calipers equipped with a vernier scale, and tumor volume was calculated using the formula (length × width^2^)/2. At the conclusion of the experiment, mice were sacrificed, and tumors were harvested for analysis via FACS, single‐cell RNA‐seq or immunofluorescence staining. For anti‐CD3ε antibody treatment experiments, mice were randomized into treatment groups, tumor‐bearing mice were administered anti‐CD3ε antibody (10 mg kg^−1^) via intraperitoneal injection every 3 days starting from day ‐1 for a total of five doses. For AAV9‐F4/80‐Cre or AAV9‐F4/80‐*Lmo7*‐shRNA treatment experiments,^[^ ^70^, ^72^ ^]^ mice were randomized into treatment groups, tumor‐bearing mice were injected via the tail vein with 100 µL of AAV (2 × 10^11^ viral genomes) on the same day with tumor cell inoculation.^[^ ^69^, ^73^ ^]^ For LRPAP1 treatment experiments, mice were randomized into treatment groups, and tumor‐bearing mice received intratumoral injections of LRPAP1 (0.2 mg kg^−1^) every 2 days starting from day 6 for a total of four doses. For anti‐SIRPα antibody treatment experiments, mice were randomized into treatment groups, tumor‐bearing mice were administered anti‐SIRPα antibody (20 mg kg^−1^) via intraperitoneal injection every 2 days starting from day 6 for a total of four doses. At the end of the experiment, mice were sacrificed, and tumors were collected and analyzed by flow cytometry. For in vivo imaging, MC38‐luciferase cells (5 × 10^5^) were inoculated subcutaneously into Lyz2^cre^ *Lmo7^fl/fl^* mice and their corresponding control. Mice were given luciferin (150 mg kg^−1^) by intraperitoneal injection and imaged using the IVIS Lumina Series III (PerkinElmer, USA).

### Single‐Cell RNA‐Seq

Approximately 10000 FACS‐isolated live cells (1000 cells µL^−1^ suspension) were resuspended in 1x PBS (calcium‐ and magnesium‐free) containing 0.04% BSA (A2153, SIGMA). The cell suspension was used as input in 10× Chromium Controller System (10× Genomics Inc., product code 120223), and cell barcoding was performed using gel beads in emulsion (GEMs) in assembly chip. GEM reverse transcription (RT) reactions were conducted in a thermocycler at 53 °C for 45 min, followed by 85 °C for 5 min, and held at 4 °C overnight. SPRIselect dynabeads (B23318, Beckman Coulter) were utilized for GEM recovery after RT. DNA quantities ranging from 2 to 50 ng were used for target enrichment. cDNA amplification, fragmentation, end repair, and A‐tailing preparation were performed according to the manufacturer's protocol. Quality control and quantification of the gene expression library were conducted at various stages using high‐sensitivity DNA chips and an Agilent 2100 Bioanalyzer (Agilent Technologies). Quality control was performed twice before sequencing. Two barcoded scRNA samples were pooled together before sequencing, which was performed on the NovaSeq 6000 S1 platform with a sequencing depth of ≈300 million reads.

### scRNA‐Seq Data Processing

The Seurat (version 5.0) R package was employed for comprehensive analysis of the scRNA‐seq data. 

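With the lenient filter 15977 cells of the *Lmo7+/+* library and 14964 cells of the library labelled *Lmo7-/-* were kept, with a median of 3599 and 3234.5 UMIs, and with the strict filter 9582 and 8577 cells, with 6090.5 and 5581 UMIs. Between the lenient filter and the filter used here lay 2435 and 3104 cells, of which 26.7% and 32.0% were tumor cell-like and 51.6% and 39.1% stayed unnamed.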

Low‐quality cells were filtered by applying thresholds for minimum gene expression, mitochondrial gene content, and cell complexity, based on the number of detected genes and total molecular counts. The data were normalized using the LogNormalize function. Highly variable features were identified and used for dimensionality reduction via Principal Component Analysis (PCA). Significant principal components (PCs) were selected based on the elbow plot, and these PCs were used for clustering with the Louvain algorithm. Clusters were visualized using Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction. Marker genes for each cluster were identified by comparing gene expression profiles between clusters using the Wilcoxon rank‐sum test. Cell types were annotated by referencing the expression of well‐established marker genes and by comparison with publicly available single‐cell datasets. Differentially expressed genes between clusters of interest were identified using the FindMarkers function. CNVs were inferred from scRNA‐seq data using the inferCNV R package (https://github.com/broadinstitute/inferCNV), with default parameters. Raw count matrices were input along with corresponding cell type annotations. Immune cells were used as reference.^[^ ^74^ ^]^

### CellChat Analysis

CellChat v2.1.0 (github.com/jinworks/CellChat) was employed to analyze and visualize cell–cell interactions. A CellChat object was generated by using cell‐type annotations and overexpressed ligand‐receptor interactions identified from the processed scRNA‐seq data. Communication probabilities between cell types were calculated using the computeCommunProb function, and the overall interaction network was visualized with netVisual_circle. To investigate pathway‐specific communication, the computeCommunProbPathway function was used to identify signaling pathways enriched between specific cell types, and netVisual_aggregate was applied to visualize these pathway interactions. Default parameters were used unless stated otherwise.

### Flow Cytometry Assay and Cell Sorting

Single‐cell suspensions were prepared from fresh mouse tumor tissues using the Tumor Dissociation Kit, mouse (MACS, 130‐0960‐730), with the Miltenyi Biotec gentleMACS Octo Dissociator with Heaters, following the 37C‐m‐TDK‐1 program (Miltenyi Biotec), and passing through 70 µm cell strainers.^[^ ^75^ ^]^ After red blood cell (RBC) lysis, cells were preincubated with Fixable Viability Stain 510 (BD Horizon, 564406) to detect dead cells and Fc blocking anti‐CD16/32 antibody (BD Pharmingen, 553141) to block non‐specific FcγR binding prior to staining with primary antibodies. Cells were incubated with the specific flow antibodies for 40 min at 4 °C for surface staining. For nuclear transcription factor staining, cells were surface‐stained, fixed, and permeabilized using Transcription Factor Buffer Set (BD Pharmingen, 562574), followed by staining with anti‐mouse CD206 or FOXP3 antibodies. All samples were analyzed via flow cytometry (LSRFortessa X‐20, BD Bioscience), and the data were processed using FlowJo software (RRID: SCR_008520).

For tumor infiltrated macrophage sorting, single‐cell suspensions from fresh tumors were prepared as previously described, then stained with anti‐mouse CD45, anti‐mouse CD11b, anti‐mouse Ly6G antibodies, anti‐mouse Ly6C antibodies, and anti‐mouse F4/80 antibodies. Tumor infiltrated macrophages were sorted using a BD FACSAria III flow cytometer.

Each cell lineage was identified as follows: tumor associated macrophages (TAMs): CD45^+^ CD11b^+^ Ly6G^−^ Ly6C^−^ F4/80^+^; MHC‐II^+^ macrophages: CD45^+^ CD11b^+^ Ly6G^−^ Ly6C^−^ F4/80^+^ MHC‐II^+^; CD206^+^ macrophages: CD45^+^ CD11b^+^ Ly6G^−^ Ly6C^−^ F4/80^+^ CD206^+^; M‐MDSCs: CD45^+^ CD11b^+^ Ly6G^−^ Ly6C^+^; PMN‐MDSCs: CD45^+^ CD11b^+^ Ly6G^+^ Ly6C^low^; CD8^+^ T cells: CD45^+^ CD3^+^ CD8^+^ CD4^−^; CD4^+^ T cells: CD45^+^ CD3^+^ CD8^−^ CD4^+^; Regulatory T cells: CD45^+^ CD3^+^ CD8^−^ CD4^+^ FOXP3^+^.

### RNA Extraction and qRT‐PCR Analysis

Total RNA was extracted using TRIzol (Invitrogen) reagent and reverse transcribed into cDNA with the Hifair AdvanceFast One‐step RT‐gDNA Digestion SuperMix for qPCR (Yeasen). The analyzed genes were provided in Table S2 (Supporting Information). The relative expression levels of target genes, normalized to the housekeeping gene Gapdh, were quantified by real‐time quantitative PCR (qPCR) using Hieff UNICON Universal Blue qPCR SYBR Green Master Mix (Yeasen) on a Bio‐Rad CFX96 real‐time system (Bio‐Rad, USA). The amplification protocol involved an initial denaturation at 95 °C for 10 min, followed by 40 cycles of 15 s at 95 °C and 1 min at 60 °C. The fold change in gene expression was calculated using the 2^(‐ΔΔCt) method.

### Phagocytosis Assay

For the in vitro phagocytosis assay, BMDMs were trypsinized with 0.25% trypsin, then centrifuged and resuspended in FBS‐free DMEM. Each reaction contained 0.1 million BMDMs in 200 µL DMEM, incubated at 37 °C. Cancer cells were labeled with Calcein‐AM (Yeasen) per the manufacturer's instructions, washed, and resuspended in FBS‐free DMEM. Aliquots (0.2 million cells in 200 µL DMEM) were added to BMDMs, followed by anti‐CD47 antibody treatment and incubation for 4 h at 37 °C. After co‐culture, cells were stained with anti‐mouse F4/80 antibodies, incubated at 4 °C for 40 min, and analyzed by flow cytometry (LSRFortessa TM X‐20, BD Bioscience). The phagocytosis rate was quantified as the percentage of F4/80^+^ Calcein‐AM^+^ cells relative to total F4/80^+^ cells. For immunofluorescence‐based detection, BMDMs were labeled with PKH26 (Sigma‐Aldrich), and cancer cells were prepared as described. After 4 h of co‐culture, cells were seeded onto glass slides, fixed with 4% paraformaldehyde, and imaged using a Leica TCS SP8 confocal microscope.

For the *ex vivo* phagocytosis assay, tumor infiltrated macrophages were isolated from fresh tumors via flow cytometry (BD FACSAria III) and co‐cultured with cancer cells following the in vitro protocol. Phagocytosis was assessed by flow cytometry. For in vivo phagocytosis assays with PMs, cancer cells were pre‐incubated with anti‐CD47 antibodies for 2 h, labeled as previously described, and injected intraperitoneally. After 4 h, peritoneal lavage fluid was collected, and cells were stained with anti‐mouse F4/80 antibodies before flow cytometry analysis. Phagocytosis was quantified as the percentage of F4/80⁺ Calcein‐AM⁺ cells among total F4/80⁺ cells. For immunofluorescence analysis, F4/80⁺ PMs were isolated by FACS, seeded onto glass slides, fixed with 4% paraformaldehyde, stained with DAPI, and imaged using a Leica TCS SP8 confocal microscope. For in vivo phagocytosis assays with tumor‐infiltrating macrophages, PKH26‐labeled cancer cells were injected subcutaneously. Upon reaching a specified tumor size, tumors were excised, dissociated into single‐cell suspensions, and analyzed by flow cytometry. Tumor‐infiltrating macrophages were identified as CD45⁺ CD11b⁺ Ly6G^−^ Ly6C^−^ F4/80⁺, and phagocytosis was quantified as the percentage of CD45⁺ CD11b⁺ Ly6G^−^ Ly6C^−^F4/80⁺ PKH26⁺ cells among total CD45⁺ CD11b⁺ Ly6G^−^ Ly6C^−^ F4/80⁺ cells. For immunofluorescence analysis, CD45⁺ CD11b⁺ Ly6G^−^ Ly6C^−^ F4/80⁺ macrophages were isolated by FACS, seeded onto glass slides, fixed with 4% paraformaldehyde, stained with DAPI, and imaged using a Leica TCS SP8 confocal microscope.

### Plasmid Construction

The cDNA sequences of LMO7 and the LRP1 β chain were synthesized by HUAGENEBIO and cloned into the pcDNA3.1‐Myc or pcDNA3.1‐Flag eukaryotic expression vectors, respectively. The plasmid encoding ubiquitin (Ub) was generously provided by Prof. Baoxue Ge (Shanghai Tongji University, China). Plasmids for Ub variants (Ub‐K6, Ub‐K11, Ub‐K27, Ub‐K29, Ub‐K33, Ub‐K48, Ub‐K63, and Ub‐K48R) were obtained as previously reported. Site‐directed mutant plasmids of the LRP1 β chain (K45R, K143R, K400R, K413R, K509R, K584R) were generated using the KOD‐Plus‐Mutagenesis Kit (Toyobo), following the manufacturer's protocol. Plasmids for all constructs used in transfection experiments were purified using Plasmid Extraction Mini Kits (Yeasen), and the accuracy of all constructs was verified by DNA sequencing.

### Immunoprecipitation and Western Blot Analysis

The assays were performed as previously described.^[^ ^76^ ^]^ Cells were lysed in radioimmunoprecipitation assay (RIPA) buffer (Beyotime) supplemented with a protease inhibitor cocktail (Sigma‐Aldrich). The lysates were centrifuged at 4 °C, and the supernatants were collected as the protein extracts. To reduce nonspecific binding, the protein extracts were pre‐cleared by incubation with Protein A/G Agarose beads (Smart‐Lifescience) for 1 h. Subsequently, the pre‐cleared extracts were incubated overnight with Protein A/G Agarose beads and the specific antibody, with constant rotation at 4 °C. The resulting immune complexes were washed and subjected to immunoblotting. For Western blot analysis, proteins were transferred onto a nitrocellulose membrane (GE Healthcare BioScience), and after incubation with primary and secondary antibodies, the signal was developed using an ECL detection kit (Thermo) and visualized with the ChemiDoc XRS+ system (Bio‐Rad).

### Statistical Analysis

Data are presented as the mean ± SEM, with a sample size of *n* ≥ 3 for all experiments. Detailed statistical parameters of the analyses are provided in the Figure Legends. For two groups, Student's *t*‐test was applied to assess mean values. For multiple groups, one‐way or two‐way ANOVA was performed, followed by Tukey's test or Sidak's test. For survival analysis, log‐rank test was performed. Statistical significance was set at ns, non‐significance, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001. All statistical analyses were conducted using GraphPad Prism version 8 software (GraphPad Software, San Diego, CA, USA, RRID: SCR_002798).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

M.L. and T.W. contributed equally to this work. L.S. and F.Q. conceived the study. M.L., T.W., L.S., and F.Q. designed the experiments and drafted the manuscript. M.L., Y.Z and Z.W. performed and interpreted experimental data. W.L. and Z.W. provided flow cytometry antibodies and technical support. M.L., X.Y. and Y.Q. constructed and identified the knockout mouse. T.W. and J.X. offered critical advice for manuscript construction. F.Q., L.S., W.L., Z.W. and W.G. provided funding for this study. All authors read and approved the final manuscript.

## Supporting information

Supporting Information

## Data Availability

The authors confirm that all supporting data for this research are either included in the manuscript or can be obtained from the corresponding author upon reasonable request. Our newly generated single‐cell RNA sequencing datasets have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE294033. Additionally, this investigation incorporated analysis of existing publicly available scRNA‐seq data (GSE245552) retrieved from the GEO database.

# Supplementary material for: LMO7 Suppresses Tumor‐Associated Macrophage Phagocytosis of Tumor Cells Through Degradation of LRP1
**Source:** Adv Sci (Weinh). 2025 Nov 9;13(35):e11162. doi: 10.1002/advs.202511162
**Supplement:** Supplementary file 1 — Supporting Information

## Supplementary Figure S1

**A**

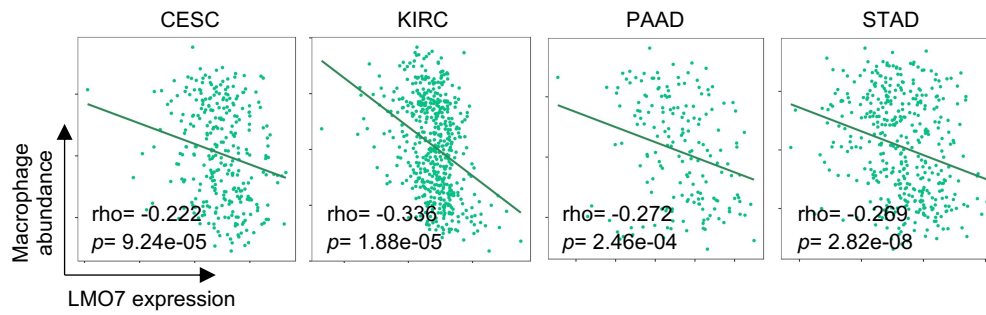

**B**

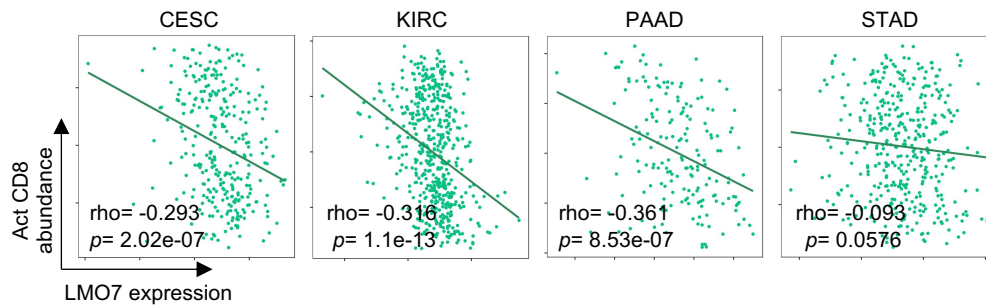

**Supplementary Figure S1. The correlation between immune cell abundance and LMO7 expression.**

**A.** The correlation between macrophage abundance and LMO7 expression in CESC, KIRC, PAAD and STAD. **B.** The correlation between activated CD8<sup>+</sup> T cell abundance and LMO7 expression in CESC, KIRC, PAAD and STAD.

Supplementary Figure S2

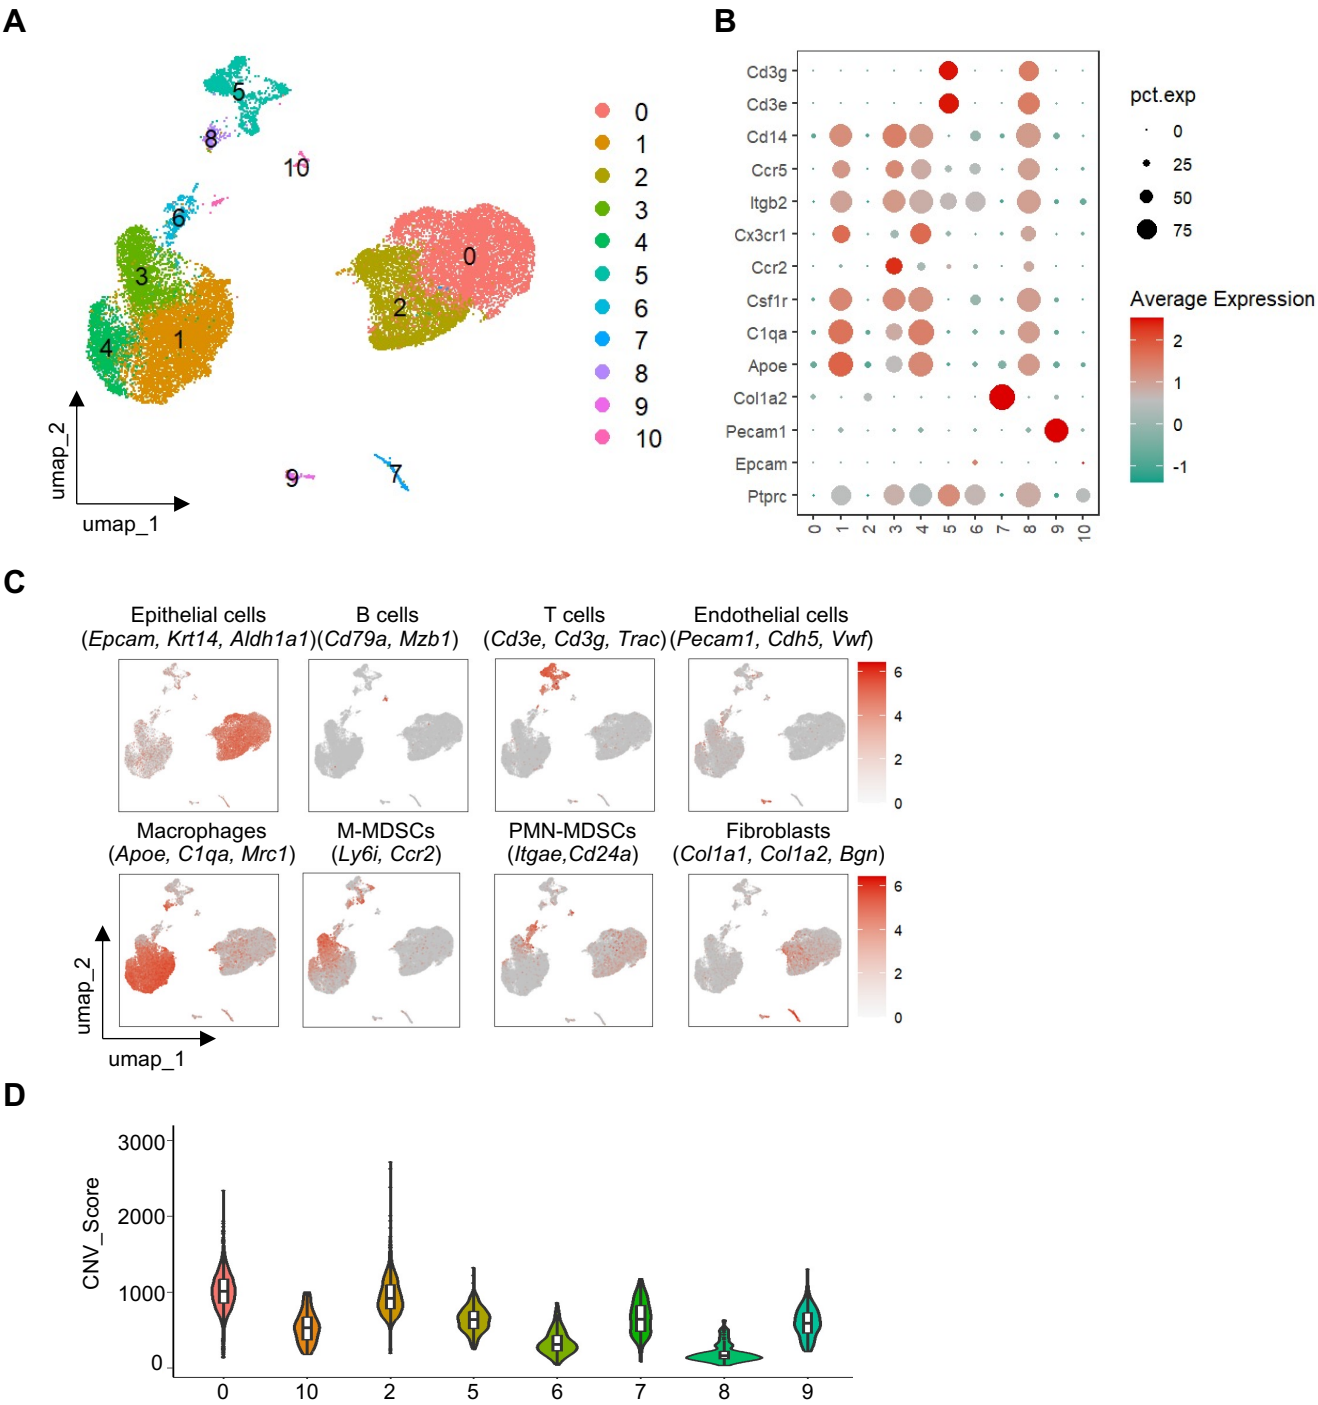

**Supplementary Figure S2. Cell annotation of scRNA-seq from mice bearing MC38 tumors.**

**A.** Umap plot showing the results after unbiased clustering. Subpopulation of eleven clusters were identified. **B.** Dot plot presenting the signature genes of the clusters. **C.** Umap plot displaying the expression of feature genes sets in cell types. **D.** Violin plot showing CNV scores across different clusters, using the main immune clusters (Cluster 1, 3, 4) as references.

# Supplementary Figure S3

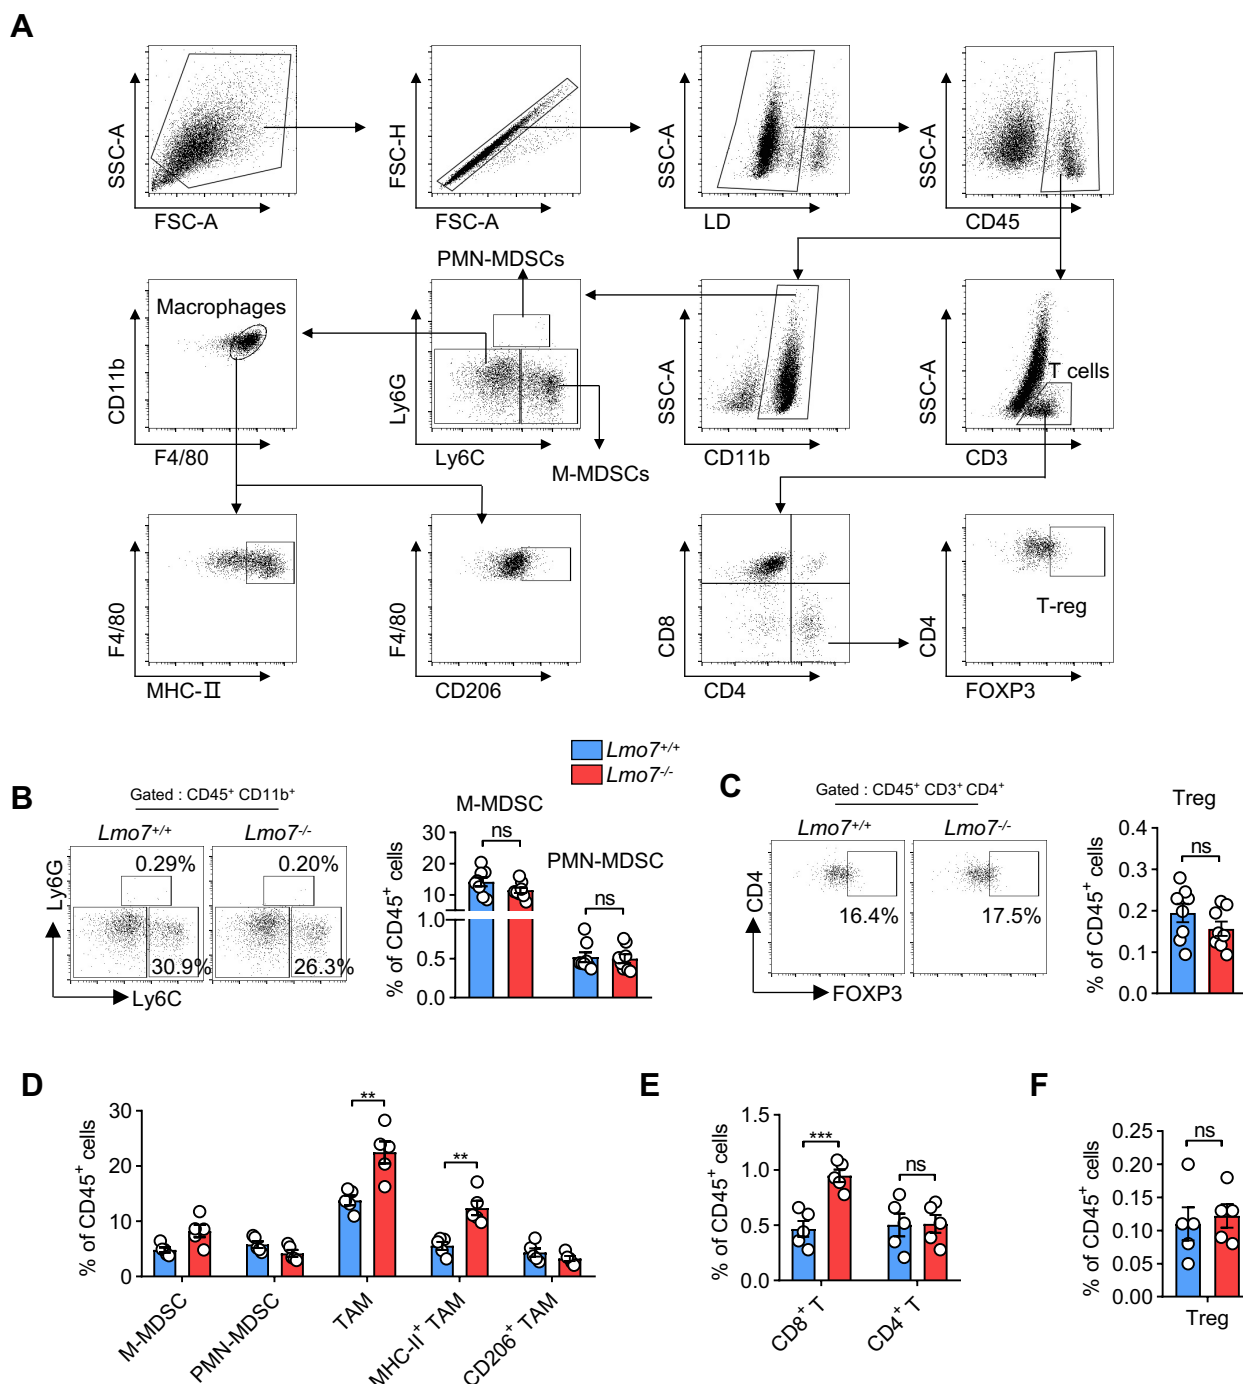

**Supplementary Figure S3. FACS analysis of immune cells in MC38 or B16F10 bearing *Lmo7*<sup>+/+</sup> and *Lmo7*<sup>-/-</sup> mice.**

**A.** Gating strategy of flow cytometry analysis of immune cells in mouse tumors. FACS analysis and quantification of tumor-infiltrating MDSCs (**B**) and regulatory T cells (**C**) in MC38 tumors. FACS analysis and quantification of tumor-infiltrating MDSCs, macrophages (**D**), T cells (**E**) and regulatory T cells (**F**) in B16F10 tumors. The data are representative of three independent experiments (means  $\pm$  SEM),  $n = 8$  mice per group (**B**, **C**) or  $n = 5$  mice per group (**D**, **E**, **F**).  $p$  values were analyzed using unpaired two-tailed  $t$ -tests (**B**, **C**, **D**, **E**, **F**). ns, non-significance, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

# Supplementary Figure S4

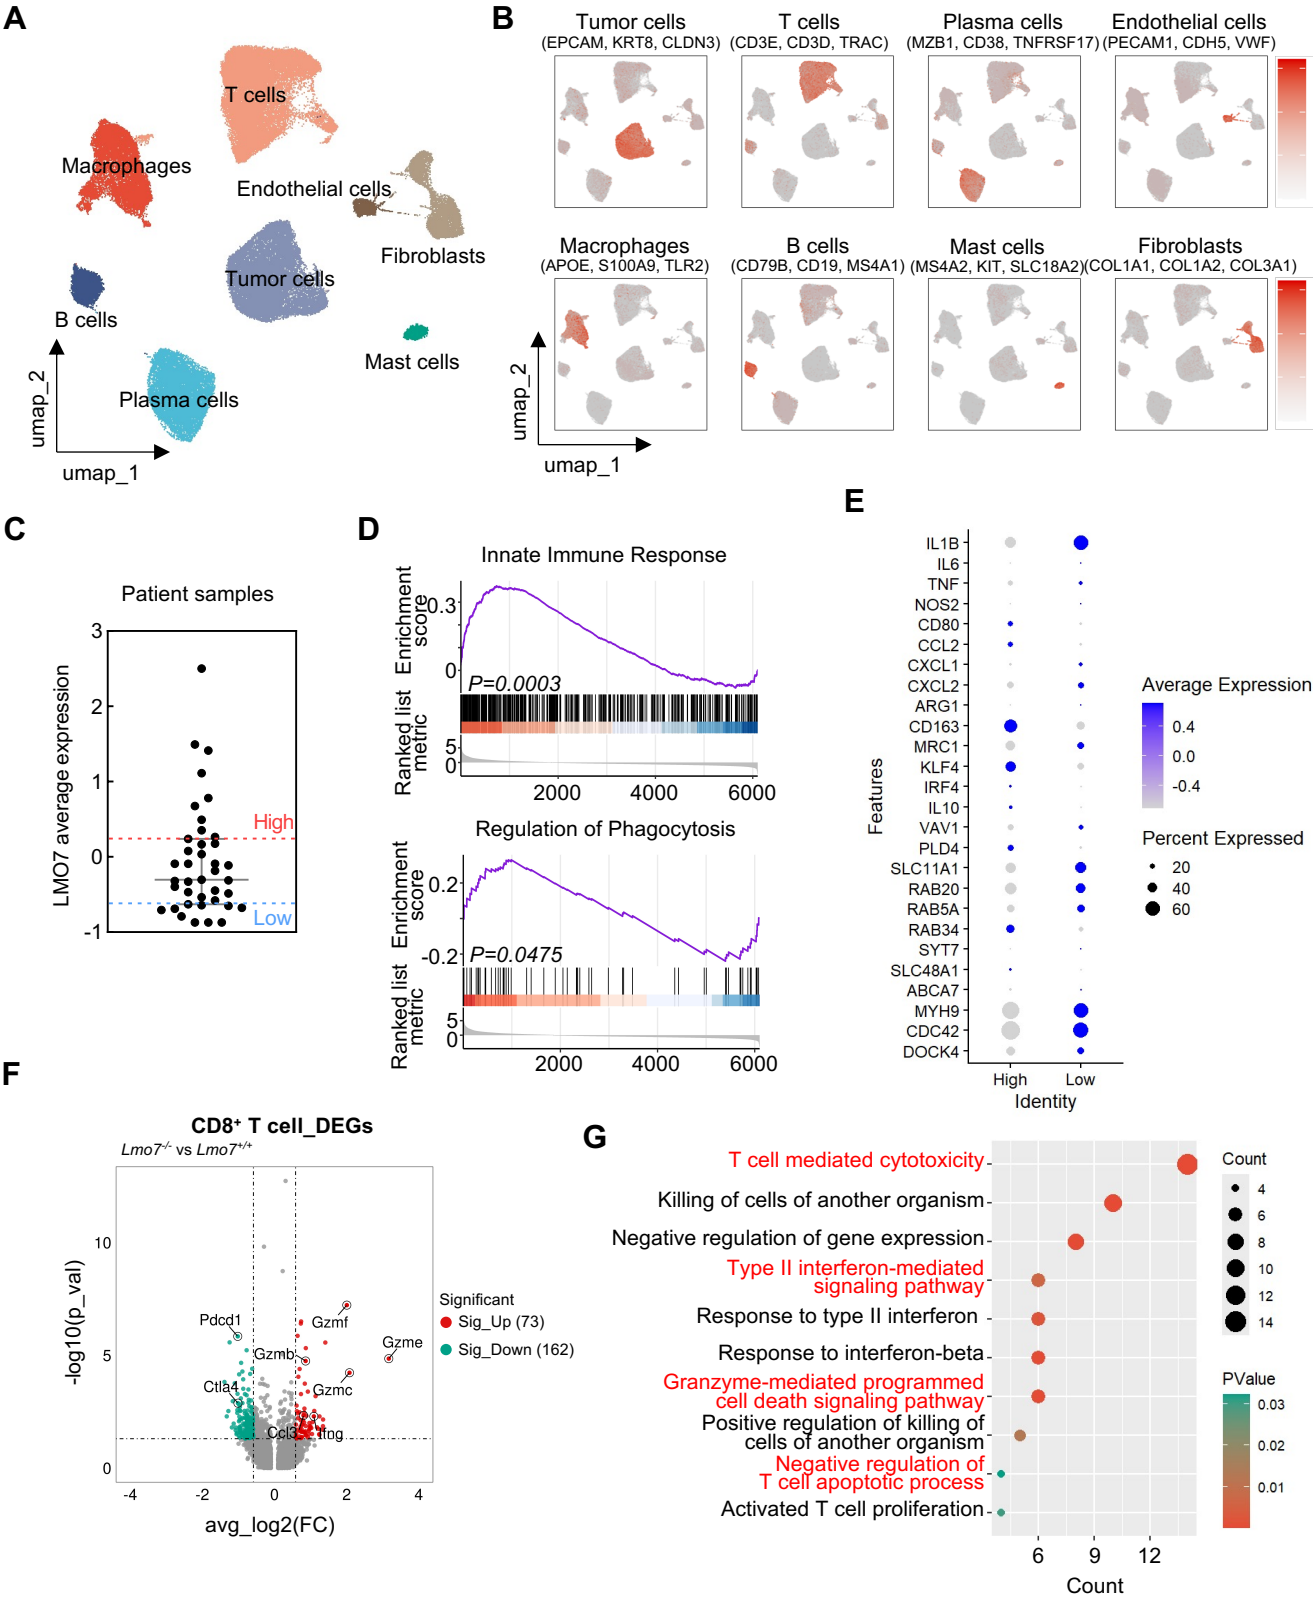

## Supplementary Figure S5

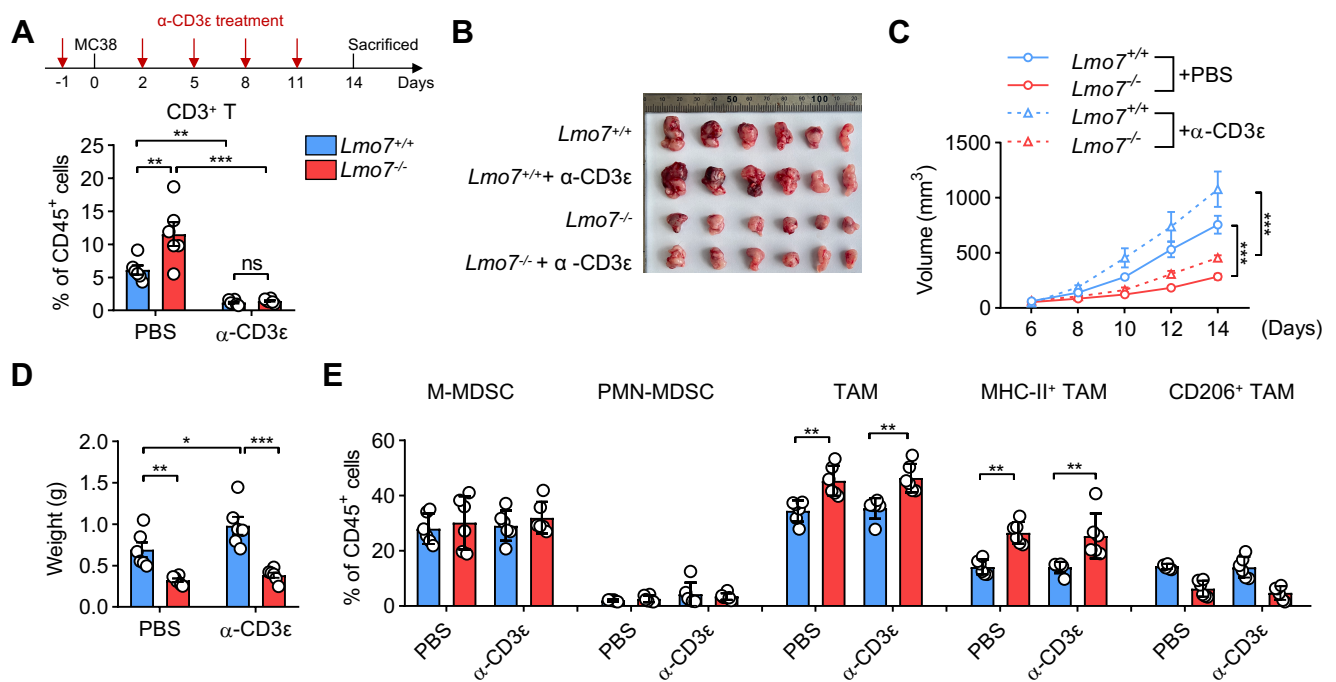

### Supplementary Figure S5. LMO7 deficiency enhances immune-mediated tumor confinement not through T cells.

MC38 bearing  $Lmo7^{+/+}$  and  $Lmo7^{-/-}$  mice were treated with anti-CD3 $\epsilon$  antibody on days -1, 2, 5, 8, 11. **A**. FACS analysis and quantification of tumor-infiltrating CD3 $^+$  T cells after anti-CD3 $\epsilon$  antibody treatment. Tumor photo (**B**), tumor growth curves (**C**), and tumor weight (**D**) of MC38 bearing  $Lmo7^{+/+}$  and  $Lmo7^{-/-}$  mice. **E**. FACS analysis and quantification of tumor-infiltrating MDSCs and macrophages in MC38 bearing  $Lmo7^{+/+}$  and  $Lmo7^{-/-}$  mice. The data are representative of three independent experiments (means  $\pm$  SEM),  $n = 6$  mice per group.  $p$  values were analyzed using two-way ANOVA (Sidak's test) (**A**, **C**, **D**, **E**). ns, non-significance, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

Supplementary Figure S6

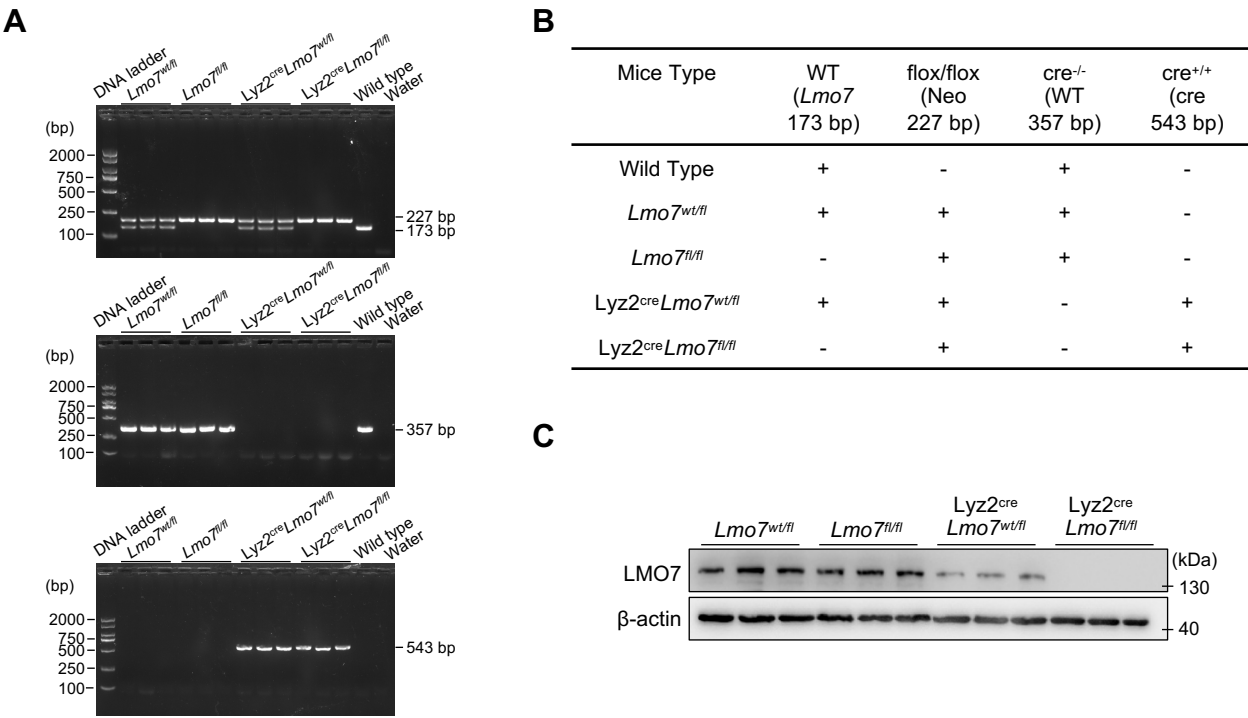

**Supplementary Figure S6. Identification of myeloid-specific LMO7-deficient mice.**

**A.** Genotypic identification by PCR analysis of tail tissue DNA. For loxp-targeted allele, homozygous *Lmo7*<sup>fl/fl</sup> mice have a 227-bp band, wild type mice have a 173-bp, whereas heterozygous *Lmo7*<sup>wt/fl</sup> mice have both bands. For *Lyz2*-cre-targeted allele, *Lyz2*<sup>cre</sup> mice have a 543-bp band, whereas wild type mice have a 357-bp band. **B.** Expected PCR product sizes for different genotypes. **C.** The expression of LMO7 in BMDMs isolated from *Lmo7*<sup>wt/fl</sup>, *Lmo7*<sup>fl/fl</sup>, *Lyz2*<sup>cre</sup>*Lmo7*<sup>wt/fl</sup> and *Lyz2*<sup>cre</sup>*Lmo7*<sup>fl/fl</sup> mice. The data are representative of three independent experiments, n = 3 mice per group.

## Supplementary Figure S7

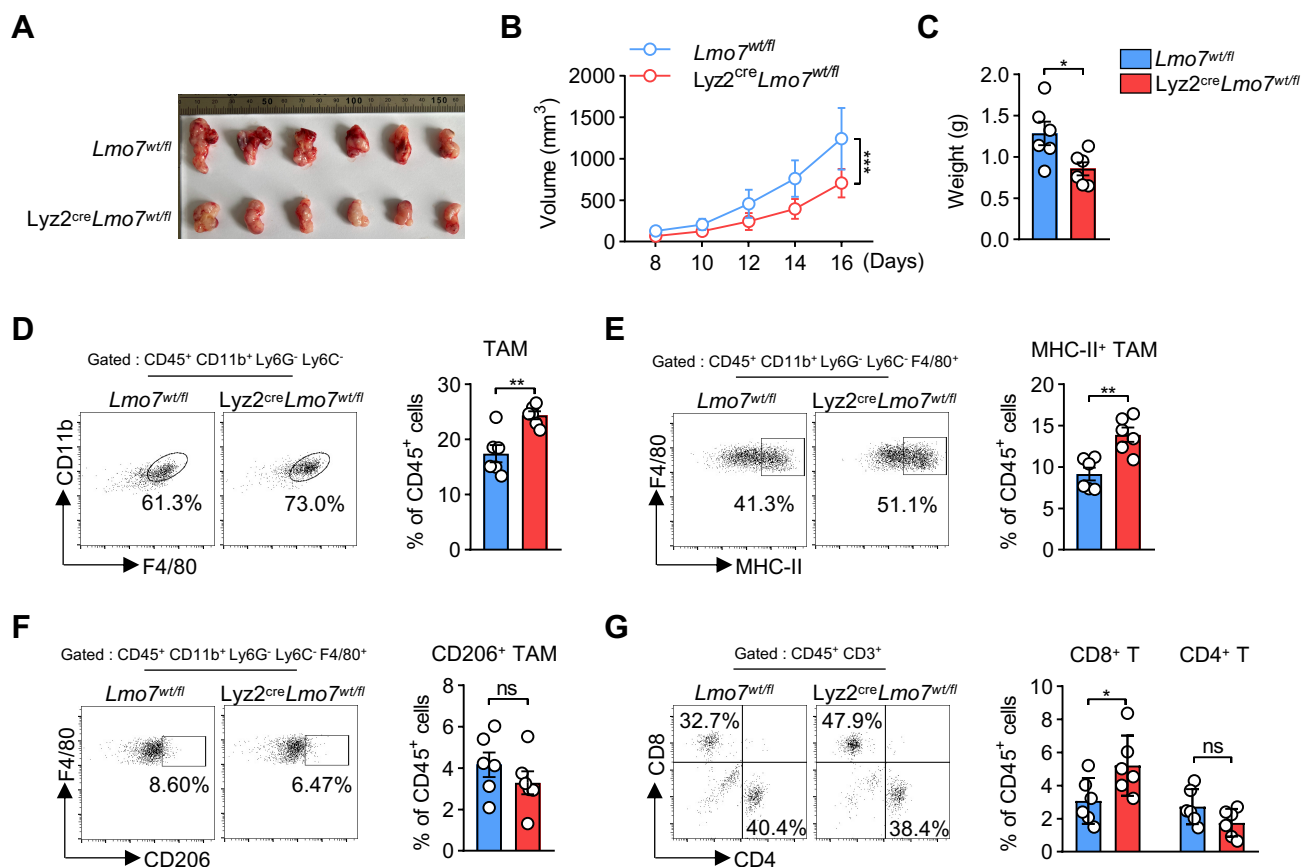

### Supplementary Figure S7. Heterozygous LMO7 deletion in macrophages exerts anti-tumor effects.

Tumor photo (**A**), tumor growth curves (**B**), and tumor weight (**C**) of MC38 bearing *Lmo7<sup>wt/fl</sup>* and *Lyz2<sup>cre</sup>Lmo7<sup>wt/fl</sup>* mice. FACS analysis and quantification of TAMs (**D**), MHC-II<sup>+</sup> TAMs (**E**), CD206<sup>+</sup> TAMs (**F**) and T cells (**G**) in MC38 tumors. The data are representative of three independent experiments (means  $\pm$  SEM),  $n = 6$  mice per.  $p$  values were analyzed using two-way ANOVA (Sidak's test) (**B**), unpaired two-tailed  $t$ -tests (**C**, **D**, **E**, **F**, **G**). ns, non-significance, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

## Supplementary Figure S8

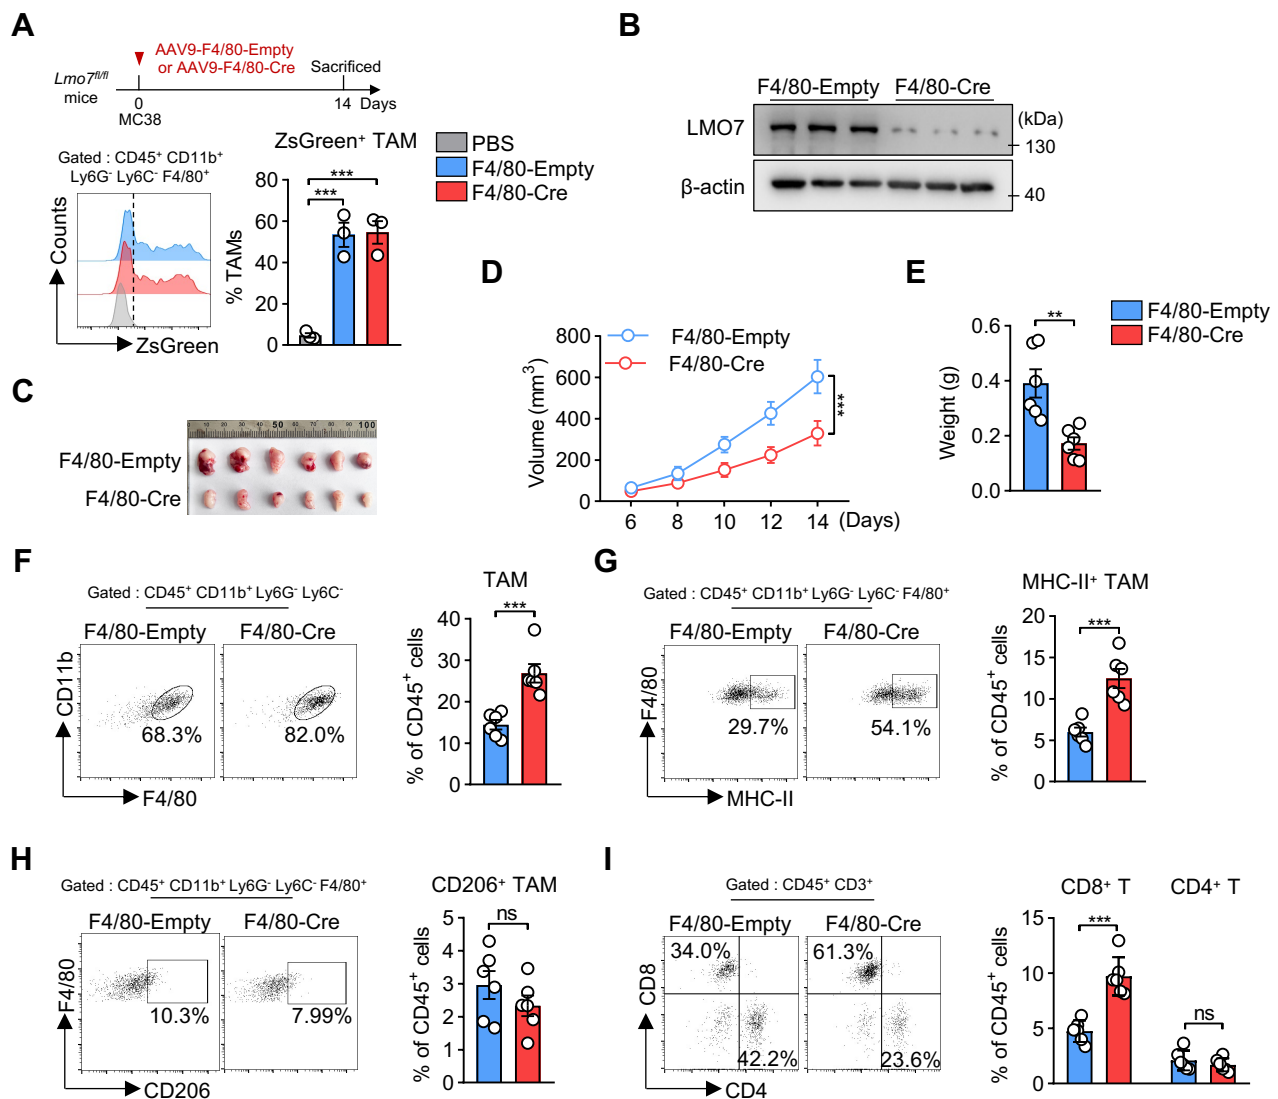

### Supplementary Figure S8. AAV9-F4/80-Cre-mediated LMO7 deficiency elicited immune-mediated tumor restriction.

MC38 bearing *Lmo7<sup>fl/fl</sup>* mice were treated with AAV9-F4/80-Empty or AAV9-F4/80-Cre virus via tail vein on day 0. **A**. FACS analysis and quantification of the ZsGreen fluorescence ratio of TAMs. **B**. The expression of LMO7 in FACS-isolated TAMs. Tumor photo (**C**), tumor growth curves (**D**), and tumor weight (**E**) of MC38 bearing *Lmo7<sup>fl/fl</sup>* mice. FACS analysis and quantification of TAMs (**F**), MHC-II<sup>+</sup> TAMs (**G**), CD206<sup>+</sup> TAMs (**H**) and T cells (**I**) in MC38 tumors. The data are representative of three independent experiments (means  $\pm$  SEM),  $n = 3$  mice per group (**A**, **B**) or  $n = 6$  mice per group (**C**, **D**, **E**, **F**, **G**, **H**, **I**).  $p$  values were analyzed using one-way ANOVA (Tukey's test) (**A**), two-way ANOVA (Sidak's test) (**D**), unpaired two-tailed  $t$ -tests (**E**, **F**, **G**, **H**, **I**). ns, non-significance, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

## Supplementary Figure S9

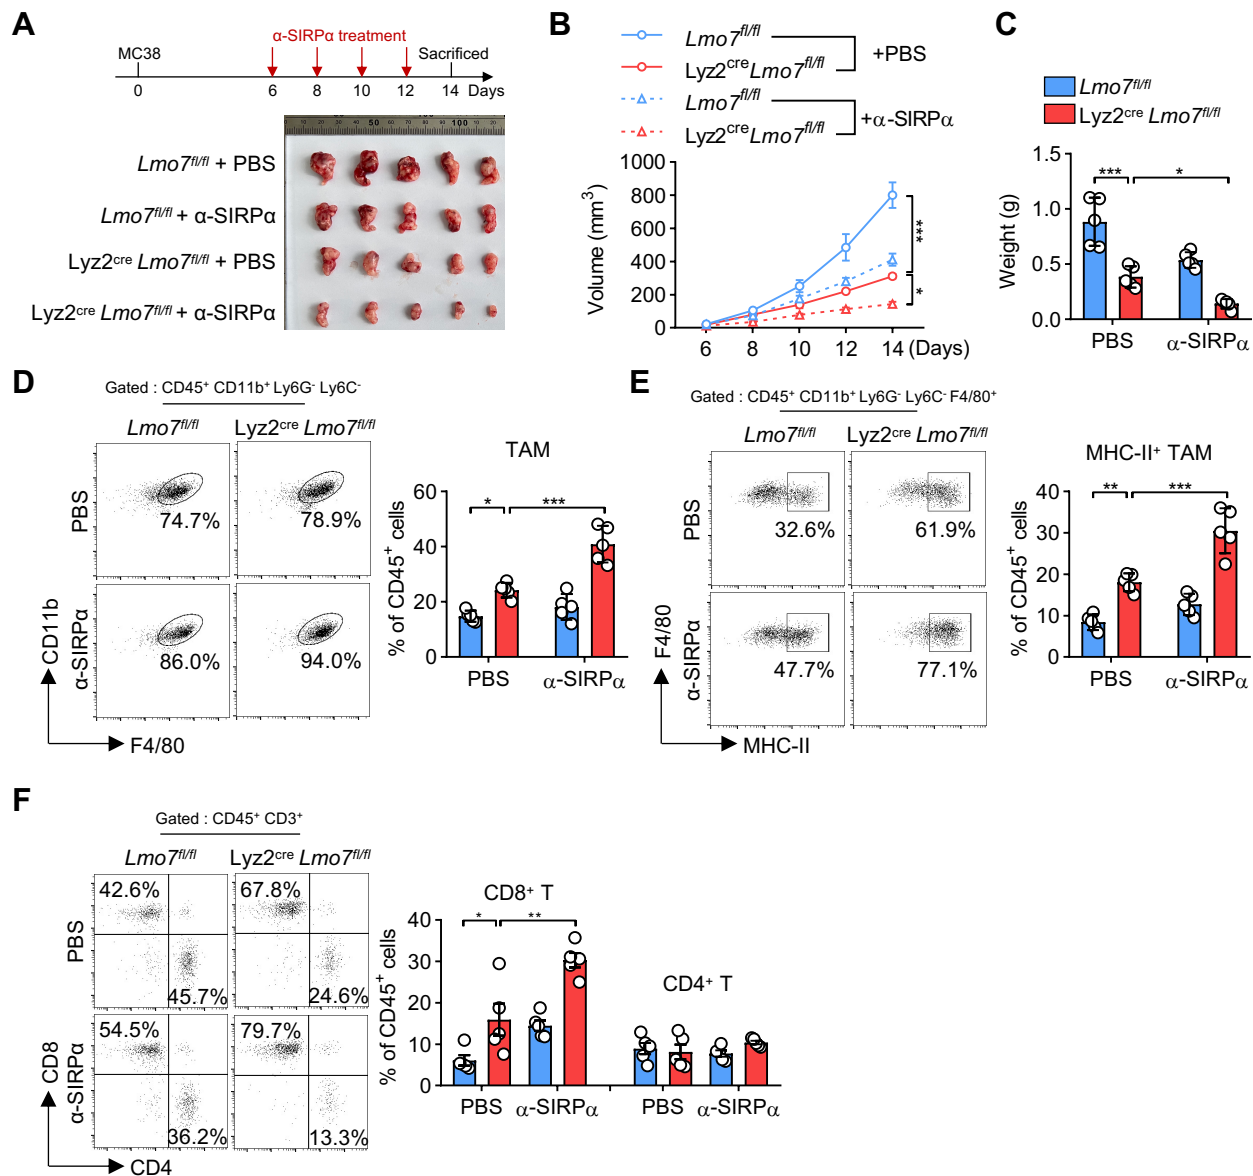

### Supplementary Figure S9. LMO7 deficiency combined with anti-SIRPα antibodies promotes TAM-mediated tumor restriction.

*Lmo7<sup>fl/fl</sup>* and *Lyz2<sup>cre</sup> Lmo7<sup>fl/fl</sup>* mice were treated with or without anti-SIRPα antibody on days 6, 8, 10, 12. Tumor photo (A), tumor growth curves (B) and tumor weight (C) of MC38 bearing *Lmo7<sup>fl/fl</sup>* and *Lyz2<sup>cre</sup> Lmo7<sup>fl/fl</sup>* mice. FACS analysis and quantification of TAMs (D), MHC-II<sup>+</sup> TAMs (E) and T cells (F) in MC38 tumors. The data are representative of three independent experiments (means ± SEM), n = 5 mice per group. *p* values were analyzed using two-way ANOVA (Sidak's test) (B, C, D, E, F). \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001.

**Supplementary Table S1. Primer pairs for mouse genotyping**

| Target                         | Forward (5'-3')          | Reverse (5'-3')         |
|--------------------------------|--------------------------|-------------------------|
| <i>Lyz2-cre</i> <sup>+/+</sup> | AGTGCTGAAGTCCATAGATCGG   | CTGATTCTCCTCATCACCAGG   |
| <i>Lyz2-cre</i> <sup>-/-</sup> | AGTGCTGAAGTCCATAGATCGG   | GTCACCTCACTGCTCCCCTGT   |
| <i>Lmo7</i> <sup>fl/fl</sup>   | CTGCTTCTGCTGCTACTTTAACCT | TAGCACGTTGATTTCTACCGACT |

**Supplementary Table S2. Primer pairs for qRT-PCR**

| Target         | Forward (5'-3')          | Reverse (5'-3')             |
|----------------|--------------------------|-----------------------------|
| <i>Gapdh</i>   | CATCACTGCCACCCAGAAGACTG  | ATGCCAGTGAGCTTCCCGTTTCAG    |
| <i>Vav1</i>    | ACAGTGCGTGAACGAGGTCAAG   | GCCATAGTTAGCCAGAGACTGG      |
| <i>Pld4</i>    | GGAGTCAATGACTCGTCTTCTCG  | CAAGACCTGGAGGTCAGTGGAT      |
| <i>Aif1</i>    | TCTGCCGTCCAAACTGAAGCC    | CTCTTCAGCTCTAGGTGGGTCT      |
| <i>Dok3</i>    | GCCAAGATGACATCCAACTGAGG  | CCAGCCTCAAACGAGAACACAC      |
| <i>Tyrobp</i>  | GTGACTTGGTGTTGACTCTGCTG  | GATAAGGCGACTCAGTCTCAGC      |
| <i>Marco</i>   | ATGGCACCAAGGGAGACAAAGG   | GCCTGGTTTTCCAGCATCACCT      |
| <i>Rab7</i>    | GAGCGGACTTTCTGACCAAGGA   | CAATCTGCACCTCTGTAGAAGGC     |
| <i>Rab10</i>   | GGACGATGCCTTCAATACCACC   | GTGATGGTGTGAAATCGCTCCTG     |
| <i>Rab20</i>   | ACCTGAAGCAGTGGCGTTCCTT   | CTCCAGCTCAAACAGGCTCTGT      |
| <i>Slc11a1</i> | TGTGTTGGTGGCTGTCTTCCGA   | CAAAATGGGCAGTACAGCGAAGG     |
| <i>Slc48a1</i> | GGTTAGGATGCCACAGACTCA    | CACATCCTGGTCAACTTGGAGC      |
| <i>Il1b</i>    | TGGACCTTCCAGGATGAGGACA   | GTTTCATCTCGGAGCCTGTAGGTAGGT |
| <i>Il6</i>     | TACCACTTCACAAGTCGGAGGC   | CTGCAAGTGCATCATCGTTGTTC     |
| <i>Tnf</i>     | GGTGCCTATGTCTCAGCCTCTT   | GCCATAGAAGTATGAGAGGGAG      |
| <i>Nos2</i>    | GAGACAGGGAAGTCTGAAGCAC   | CCAGCAGTAGTTGCTCCTCTTC      |
| <i>Cd80</i>    | CCTCAAGTTTCCATGTCCAAGGC  | GAGGAGAGTTGTAACGGCAAGG      |
| <i>Cd86</i>    | ACGTATTGGAAGGAGATTACAGCT | TCTGTCAGCGTTACTATCCCGC      |
| <i>Ifnb1</i>   | GCCTTTGCCATCCAAGAGATGC   | ACACTGTCTGCTGGTGGAGTTC      |
| <i>Ifng</i>    | CAGCAACAGCAAGGCGAAAAAGG  | TTCCGCTTCCTGAGGCTGGAT       |
| <i>Cxcl1</i>   | TCCAGAGCTTGAAGGTGTTGCC   | AACCAAGGGAGCTTCAGGGTCA      |
| <i>Cxcl2</i>   | CATCCAGAGCTTGAGTGTGACG   | GGCTTCAGGGTCAAGGCAAACT      |
| <i>Cxcl9</i>   | CCTAGTGATAAGGAATGCACGATG | CTAGGCAGGTTTGATCTCCGTTC     |
| <i>Cxcl10</i>  | ATCATCCCTGCGAGCCTATCCT   | GACCTTTTGGCTAAACGCTTTC      |
| <i>Ccl2</i>    | GCTACAAGAGGATCACCAGCAG   | GTCTGGACCCATTCTTCTTGG       |
| <i>Ccl5</i>    | CCTGCTGCTTTGCCTACCTCTC   | ACACACTTGGCGGTTCTTCGA       |

How the deposited data were processed for this re-analysis (not part of the article)

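Single-cell RNA sequencing covered 2 libraries of live cells sorted from subcutaneous MC38 tumors, 1 from *Lmo7+/+* hosts and 1 from *Lmo7-/-* hosts, which the paper's methods say were pooled for sequencing. The counts are raw UMI counts per gene and cell as deposited by the authors, who had already called droplets as cells and whose methods name no further step before them. The aligner, the genome build and the annotation are not named in the methods or in the files, and the cell barcodes have 24 bases. Depth per library is given with the first result, and all shares and log2 ratios carry intervals for counting error.

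Cells were filtered by genes, UMIs and mitochondrial share, log-normalized to 10000 counts and reduced to 2000 variable genes by binned dispersion and to 30 principal components. A shared-nearest-neighbour graph of 20 neighbours was clustered with the Louvain algorithm at resolution 0.5, without integration of the libraries, since the paper names none. Clusters that could not be named and held at least 100 cells were clustered once more. A host cluster took the class whose markers it carried at the highest level relative to their maximum over small clusters (resolution 3.0, at least 15 cells), given a mean of at least 0.15 and at least 3 markers at 5 CPM. A cluster was tumor cell-like when its chromosome profile reached 0.8 of the profile of the clearest tumor clusters, and clusters between 0.4 and 0.8 were left unnamed. Clusters were also left unnamed when another lineage reached 0.5 of the score, when more of their 10 leading genes were markers of another class, or when their UMIs were low without a marker among the leading genes. A class counted as present when a small cluster had at least 50% of its markers at 100 CPM. These limits, and those for the subsets (0.7 of the highest mean level, a gap of 0.1, leading genes at 50 CPM), were set after the data were seen, and the rule on presence also after the test on simulated data had named cells wrongly. The markers of 11 cell types, 4 TAM subsets and 3 T cell subsets combined those the paper names with others, for example 14 for tumor cells, 12 for macrophages and 10 for neutrophils.

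Counts were summed over the cells of a class, and genes with at least 20 counts over both libraries were compared by the log2 ratio of CPM, with 0 against more than 3 counts taken as a bound and no ratio where both were at 3 or fewer. Gene lists for phagocytosis, inflammatory response, interferon gamma response, type I interferon response, cytotoxic effectors, immune checkpoints, proliferation, hypoxia and dissociation stress were summarized by their median. Apart from markers, genes that lead clusters and genes found by tests of an explanation, the genes named in the text are mainly those the paper names in this experiment, the receptors it studies later, and the 5 genes with the highest and the 5 with the lowest log2 ratios among genes with at least 100 counts, without mitochondrial and ribosomal protein genes. Shares of cells with a UMI were taken after each cell was thinned to 1500 UMIs, and shallower cells were left out. The comparisons, the markers, the gene lists and most alternatives were chosen before the data were examined. The alternatives were the filters, doublets, resolution, principal components, genes used for clustering, cells with UMIs of another type, library size (TMM, or without the 10 most abundant genes), thinning, per-cell means and the minimum number of counts. Added later were every cluster under its closest class, T-like and NK-like cells clustered together, and macrophage-like cells without dendritic cell UMIs other than *Xcr1*.

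No comparison between the genotypes was tested, since each has 1 library and cells are not replicates, and DEG counts, Gene Ontology, GSEA and CellChat were not analysed here. The steps were tested on simulated data. Simulated cells were drawn from the profiles of the named clusters, without unnamed cells, doublets or spread within a cluster. Of these 23633 cells 99.78% received the right name, which cannot show that the names fit real cells. Summed counts were simulated with counting error only. With 200 genes changed among 11861 genes in macrophages, 100% of them had the right sign. Small changes, such as that of *Il1b*, were not among them. Of the unchanged genes 95.9% had an interval that covered their median log2 ratio. In CD8 T cells these values were 100% and 96.1% among 7752 genes. The median error of the log2 ratio was 0.05 in macrophages and 0.13 in CD8 T cells. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scikit-learn 1.9.0, scanpy 1.11.5 (Scrublet), scikit-image 0.26.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 (TMM).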

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

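The tests of *Igkc* in other classes, of interferon gamma response genes in tumor cells and of stress genes across classes were chosen after the results were seen, unlike the test without T cell UMIs. The genes were picked out because they are among the 5 highest or lowest of their cell class, by at least 1.5 on the log2 scale, or move in every host class, and the paper does not name them. The lists were picked out in macrophage-like and tumor cell-like cells, because their median there lies at least 0.2 from 0 and outside the range of matched random lists. Lists of other classes met these limits too and were not picked out. Among them, type I interferon response genes were low in CD8 T-like (−0.32), T-like (−0.41, 3 of 31 above 0) and M-MDSC-like cells (−0.28, 3 of 41). The same list was high in endothelial-like cells (0.26, 24 of 33). Host genotype stays open and untested for each gene and list picked out, with 1 library per genotype.

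In macrophage-like cells of the library labelled *Lmo7-/-*, *Ighg2b* (log2 ratio 2.99, 45 and 370 counts) and *Igkc* (2.45, 106 and 602 counts) were high. Free immunoglobulin RNA in the droplets of that library would raise *Igkc* in each class. It did rise in tumor cell-like cells (2.70, 2.57 to 2.84), which was the outcome first written down for this explanation, but it fell in M-MDSC-like cells (−1.97, −3.39 to −0.76) and in dendritic-like cells (−3.13), and the M-MDSC value, chosen after the tumor value was seen, argues against free RNA as the whole cause. At a resolution of 1.0 *Igkc* was −0.11 and *Ighg2b* 1.63 in macrophage-like cells, so the rise sits in part of the cells. Reads shared between immunoglobulin genes and droplets that also held a plasma cell stay open.

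*Retnla* (2.76) and *Pdcd1lg2* (2.66) were also high in macrophage-like cells. *Retnla* leads a cluster of 51 cells of which 72.5% are in the library labelled *Lmo7-/-*. It was −0.66 at a resolution of 0.2 and −1.89 in M-MDSC-like cells (13 and 3 counts), so the choice of clusters decides its direction. *Pdcd1lg2* was above 0 under each alternative, from 0.40 for per-cell means to 2.945, and was 1.802 in M-MDSC-like cells and 0.87 in dendritic-like cells. It overlaps an antisense transcript, whose reads stay open as a source.

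*Ifi208* (−3.83) and *H19* (−2.61) were low in macrophage-like cells of the library labelled *Lmo7-/-*. *Ifi208* was also lower in M-MDSC-like (−3.11), T-like (−1.98) and tumor cell-like cells (−2.51, 16 and 2 counts). It belongs to a family of similar genes, and a strain variant, shared reads and host genotype stay open. *H19* was most abundant in fibroblast-like cells, at 1641 and 178 CPM (−3.21), and was −0.61 in tumor cell-like cells. Fibroblast RNA in macrophage droplets would carry other fibroblast genes along. Over both libraries, *Col1a1* stood at 24.8 CPM in macrophage-like and 27900 CPM in fibroblast-like cells, and *Col1a2* at 9.50 and 19550. *Bgn* stood at 5.73 and 6425 CPM. In the *Lmo7+/+* library *H19* had 8.62 CPM (7.28 to 10.1) against 1641, a larger part of its fibroblast level. These values, compared after the results were seen, argue against fibroblast RNA as its whole source there.

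*Gm42031* (2.94), *Camk2b* (2.00) and *Mid1* (−1.70) differed in each of the 4 host classes with enough counts and little in tumor cell-like cells (0.13, −0.11 and −0.21). The implanted tumor cells passed through the same droplets, so a technical difference between the libraries would have to spare them. The genes lie on chromosomes 8, 11 and X and *Lmo7* on chromosome 14, where 22 genes within 5 megabases had a median of −0.05 in macrophage-like cells, 2 of them with a log2 ratio of 1 or more in size. A strain variant of the hosts and an effect of host genotype both stay open, as with *Wdfy1* (last part), and neither was tested for these genes.

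In CD8 T-like cells of the library labelled *Lmo7-/-*, *Gzmd* (3.65) and *Satb1* (1.57) were high and *Hspa1a* (−1.87) was low. *Gzmd* ran from 1.68 to 4.83 and *Satb1* from 0.69 to 2.17 across the alternatives. *Gzmd* shares sequence with *Gzme* and its neighbours and leads one of the CD8 T-like clusters, and reads shared within the family stay open. *Hspa1a* was −0.15 with the strict filter and −0.39 with doublets removed, so it depends on which cells are kept. It was lower in macrophage-like (−0.38), M-MDSC-like (−1.18) and tumor cell-like cells (−1.34) as well.

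The interferon gamma response list was high in macrophage-like cells (0.43) and in tumor cell-like cells (0.52) of the library labelled *Lmo7-/-*. It was also high in endothelial-like (0.44) and fibroblast-like cells (0.52). In M-MDSC-like (0.24), dendritic-like (0.23) and NK-like cells (0.235) it was above the range of matched lists as well, but not in T-like cells (−0.06). The tumor cells carry normal *Lmo7*, so their rise of 0.52 argues against an effect confined to the macrophages. It cannot exclude loss of *Lmo7* in macrophages as the first cause, since signals from macrophages could reach tumor cells. The paper reports more IFN-γ from TAMs after myeloid-specific deletion. Macrophage RNA in tumor cell droplets, at 0.999% and 0.841% of the macrophage level, does not account for the rise in tumor cell-like cells. The median after taking that RNA off was 0.54, over the 49 of 50 genes with RNA left. More interferon gamma in the tumor as a whole may explain both, as a hypothesis found on these data, and a difference between the 2 tumors unrelated to genotype stays open.

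In macrophage-like cells the cytotoxic effector list (0.47, 8 of 11 genes above 0) and the immune checkpoint list (0.39, 7 of 7) were high. The paper names 3 of the 27 cytotoxic effector genes in macrophages and none of the 14 checkpoint genes. T cells in macrophage droplets could raise both lists, but without cells with a T cell UMI the medians were 0.344 and 0.385. The cytotoxic median was 0.15 with the lenient filter, so its size depends on the cells kept. It was 0.05 for per-cell means, but the 1 added there draws log2 ratios toward 0. The median over all genes moved from −0.101 to −0.01 on that scale, so the value of 0.05 decides nothing.

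The proliferation list was low in macrophage-like cells (−0.37, 0 of 16 genes above 0), from −0.51 to −0.17 across the alternatives, and was below the range of matched lists in dendritic-like (−0.23, 2 of 16 genes above 0) and fibroblast-like cells (−0.61, 3 of 15) as well. It was above that range in tumor cell-like (0.09), T-like (0.11) and NK-like cells (0.62, 8 of 9), and within it in M-MDSC-like (−0.01) and endothelial-like cells (0.18). The lower share of the proliferating cluster of macrophage-like cells goes with its value there. No technical test was run, and host genotype stays open.

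The hypoxia list was high in macrophage-like cells (0.33, 14 of 14 genes above 0) and in tumor cell-like cells (0.28). In M-MDSC-like cells it was slightly above the range of matched lists (0.10, 7 of 13 genes above 0). It was within that range in dendritic-like (−0.05), endothelial-like (−0.25), fibroblast-like (−0.27), T-like (−0.002) and NK-like cells (−0.14). In macrophage-like cells it ran from 0.05 for per-cell means to 0.44 with TMM scaling. A difference in tumor size or in handling between the libraries was not tested.

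The dissociation stress list was low in macrophage-like cells (−0.33) and in tumor cell-like cells (−0.215), and below the range of matched lists in 6 of 8 classes, all but NK-like and fibroblast-like cells. That is consistent with a difference in dissociation between the libraries, and the test could have shown a fall in 1 class only. Host genotype stays open.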

How the results depend on the processing

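Chosen after the results were seen were the alternatives of every cluster under its closest class, of T-like and NK-like cells together and of macrophage-like cells without dendritic cell UMIs other than *Xcr1*. Tumor cell-like cells had a lower share and macrophage-like and T-like cells a higher share in the library labelled *Lmo7-/-* under each alternative. The tumor difference was −4.83 percentage points with the lenient filter, −8.30 with the strict filter and −5.15 with 20 principal components. The macrophage difference was 6.99 and 5.88 with these filters, 7.05 at resolution 0.2 and 5.78 at resolution 1.0. The cause was not tested.

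The difference for Inflam-TAM-like cells did not keep its direction. It was −14.03 percentage points with the left-out genes used, −1.96 with the lenient filter, −5.92 with the strict filter, −11.14 with doublets removed and 7.35 with 20 principal components, and no cluster took the name at resolutions 0.2 and 1.0. The cause was not tested, and no direction can be drawn from this share. The Reg-TAM-like difference was 2.91 and the CD8 T-like difference 2.57 with the strict filter, and the CD4 T-like difference was 2.16 from UMIs of thinned cells, above 0 in place of below. M-MDSC-like cells were not named at resolution 0.2, NK-like cells not at resolution 0.2, with doublets removed or with 20 principal components, neutrophil-like cells only at resolution 1.0, CD4 T-like cells not at 1.0, LA-TAM-like cells only at 1.0 and NKT-like cells only with the left-out genes.

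The medians of the phagocytosis and inflammatory response lists in macrophage-like cells were 0.131 and 0.144 with TMM scaling. The cytotoxic effector median in CD8 T-like cells was 0.12 with the strict filter, 0.193 at resolution 0.2, 0.175 at resolution 1.0, 0.199 without macrophage UMIs and 0.155 for per-cell means. The cause was not tested, other than that TMM moves each gene by one factor.

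Among single genes, *Trem2* turned to 0.018 at resolution 0.2, 0.073 without dendritic cell UMIs, 0.002 with M-MDSC-like cells and 0.013 with TMM scaling, *Retnla* to −0.656 at resolution 0.2, *Igkc* to −0.107 at resolution 1.0 and *Ifng* in CD8 T-like cells to −0.462 with the strict filter. Of 724 values for 58 genes, 561 stayed within the counting interval, 156 moved and 7 reversed. Of 183 values for 19 other results, 154 stayed, 25 moved and 4 reversed. Of 11 ligand and receptor values, 9 stayed and 2 moved. One sign was kept by 33 of 43 genes in macrophage-like cells over 14 alternatives and by 14 of 15 genes in CD8 T-like cells over 11. No paired analysis was possible because each genotype has 1 library. Depth limits *Lmo7* in host cells and the genes with few counts, such as *Ifnb1*, *Irf4* and *Cxcl13*.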

Differences from the paper's values

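The test of every cluster under its closest class was chosen after the results were seen, and the other alternatives in this part were set before the data were examined. The paper's filter is not stated, so its cell populations can differ from the 13542 and 11860 cells, 2957 and 3585 macrophage-like cells and 439 and 613 T-like cells used here.

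For T cells the paper's shares are about 5.5% in *Lmo7+/+* and about 8% in *Lmo7-/-* tumors in Fig. 2B, read by eye, against 3.242% and 5.169% here. The lenient filter (3.687% and 5.861%), doublets removed (4.157% and 6.015%), resolution 0.2 (4.253% and 6.155%) and 20 principal components (4.261% and 6.138%) brought both shares within 1.5 times of the paper's, though still below them, while the strict filter and resolution 1.0 did not. Every cluster under its closest class, an alternative chosen after seeing the values, gave 4.098% and 6.172%, also within 1.5 times.

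For Inflam-TAMs the paper's shares are about 53% and about 62% in Fig. 2E, read by eye, against 25.43% and 38.3% here. The left-out genes (50.29%), the lenient filter (38.18%) and the strict filter (52.24%) came within 1.5 times of the paper's share for *Lmo7+/+*, though below it, and only the strict filter (46.32%) did for the library labelled *Lmo7-/-*, but in those settings the share was lower in that library than in the other.

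For CD4+ T cells the paper's shares are about 41% and about 32% in Fig. 2G, read by eye, against 14.12% and 11.75% here, and none of the alternatives set before the data were examined came within 1.5 times of them.

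A gap between log2 ratios is called closed here when it is at most 0.2, taken as the error of reading a figure, or within the reach of the counting interval to either side where that is wider. For *Ccl5* in macrophages the paper's log2 ratio is about 1.4 in Fig. 3A, read by eye, against 1.793 here, and thinning (1.52) closed the gap while the other alternatives did not. For *Gzmf* in CD8+ T cells it is about 2.0 in Fig. S4F, read by eye, against 1.557, and the strict filter (1.852), resolution 0.2 (1.823) and thinning (2.009) closed the gap. For *Ifng* it is about 1.1 in Fig. S4F, read by eye, against 0.359, and resolution 1.0 (0.981) closed the gap. For *Pdcd1* it is about −1.0 in Fig. S4F, read by eye, against 0.38, and for *Ctla4* about −1.0 in Fig. S4F, read by eye, against 0.653. None of the alternatives set before the data were examined closed either gap, with values from 0.225 to 0.443 for *Pdcd1* and from 0.315 to 0.708 for *Ctla4*.

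The paper states that Reg-TAMs are fewer in *Lmo7-/-* tumors, and here the share was 1.08 percentage points higher (−0.350 to 2.48) in the library so labelled and above 0 under each alternative. It states that *Vav1* is higher and *Sirpa* lower in LMO7-deficient macrophages, and here their log2 ratios were −0.03 and 0.03, though *Vav1* was above 0 with TMM scaling (0.07), thinning (0.005) and per-cell means (0.01), and *Sirpa* below 0 for per-cell means (−0.01). Over the whole lists 15 of 16 genes were higher and 5 of 6 lower. It states that 11 clusters form, and here there were 16, with 11 at resolution 0.2. It names LA-TAMs and NKT cells, which no cluster here was named as, except for LA-TAM-like cells at resolution 1.0 (13.56% and 16.83%) and NKT-like cells with the left-out genes (28.02% and 22.51%). It gives *Epcam* and *Aldh1a1* as marks of the tumor cells, and here their CPM was highest in dendritic-like and in fibroblast-like cells.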

Other observations

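Chosen only after the results were seen were the tests of *Itgae* for *Xcr1*, of the lenient filter, of NK cell genes and of *Lmo7* RNA, while those of T cell UMIs, *Wdfy1*, the *Itgae* cluster and the strict filter were chosen earlier.

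*Lmo7* RNA in macrophage-like cells of the library labelled *Lmo7-/-* was 0.565 CPM (0.271 to 1.04). RNA of tumor cells in their droplets may account for it, since 30 genes restricted to tumor cells put that RNA at a level that would give 0.655 CPM. In endothelial-like cells it was 29.1 CPM (15.1 to 50.9), where the same genes would give 2.97 CPM (4.86 at their upper quartile), which argues against tumor RNA as the whole source. A first set of 3 tumor markers had given 24.6 CPM, which would not have excluded it. It was replaced after that value was seen, because 1 of them, *Tm4sf1*, stood at 1100 CPM in endothelial-like against 528 CPM in tumor cell-like cells. Exchanged labels alone would leave the library labelled *Lmo7+/+* without *Lmo7* in its host cells, but its endothelial-like cells had 36.4 CPM (21.6 to 57.6), where tumor RNA would give 2.68 CPM (4.71 at the upper quartile), which argues against them as the only cause. Whether RNA of a deleted allele is still counted (29.1 CPM) with the labels as given, or with the labels exchanged as well (log2 ratio −0.32), cannot be told apart, since counts per gene do not show exons and 18 and 12 counts are too few.

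T cells in macrophage droplets could raise the genes of Fig. 3A. Without macrophage-like cells with a T cell UMI, *Ccl5* had a log2 ratio of 1.82 (1.75 to 1.88) and 11 of 11 genes stayed above 0 by their intervals, and *Trac* in macrophage-like cells stood at 0.112% and 0.1098% of its T cell level, which argues against this source. Host genotype stays open.

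Dendritic cells inside the macrophage clusters could raise *Xcr1*. The tests first written down gave a mixed answer, as *Xcr1* stayed at 1.75 without cells with another dendritic cell UMI, but *Clec9a* rose with it (1.885) and 5 of 9 other cDC1 genes were higher (median 0.15). The comparison that decides was chosen later. *Xcr1* in macrophage-like cells of the library labelled *Lmo7-/-* reached 38.2% of its level in the dendritic-like cluster and *Itgae* 0.107% (upper limit 0.232%), which argues against dendritic cells as the source. Which cells carry *Xcr1* and *Clec9a* stays open.

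*Wdfy1* was higher in 7 of 7 host classes (log2 ratios from 1.44 to 2.02) and not in the implanted tumor cells (−0.04, −0.11 to 0.03). That is consistent with a substrain or haplotype difference between the host mice, but loss of *Lmo7* in all host cells would give the same, and both stay open. *Nnt*, the other gene the test was written for, is not among the genes of the files, so only 1 of the 2 was tested.

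The cells with the study's PMN-MDSC markers may be dendritic cells. In the cluster of 458 cells highest in *Itgae*, 13 cDC1 genes had a median log2 fold of 4.08 over the other cells and 10 neutrophil genes of −0.38. It held 72.5% of all *Itgae* counts but 12.4% of those of *Cd24a*.

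Whether cells with the study's NKT markers are NK cells or T cells cannot be told apart here. Of 48 T-like and NK-like cells with a *Klrb1c* UMI after thinning, 62.5% had an *Ncr1*, *Klra8* or *Klre1* UMI, but the NK-like clusters were named by *Klrb1c* and such genes, so this share decides nothing. Among T-like cells alone, 8 had a *Klrb1c* UMI. Of these, 37.5% (8.52% to 75.5%) had an NK cell UMI and 87.5% (47.35% to 99.7%) a *Cd3* UMI, against 19.3% and 96.0% of the 771 without one, and 8 cells are too few.

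The share of tumor cell-like cells differed between the library labelled *Lmo7-/-* and the other by −4.83 percentage points with the lenient and −8.30 with the strict filter, against −9.83 with the filter used here. This argues against the filter as the whole cause, and the smaller difference with the lenient filter leaves it open as a part of the cause. That smaller difference does not isolate the filter, since the naming of cells changed with it. With the lenient filter 17.3% and 14.3% of the cells stayed unnamed, against 6.91% and 7.02%. Tumor cell-like cells of the *Lmo7+/+* library fell from 7401 to 7156, although cells were added. A difference in dissociation between the libraries cannot be told apart from one in the tumors, as each genotype has 1 library, and the difference of −8.30 decides nothing there. Of the droplets between the lenient filter and the one used here, 26.7% and 32.0% were tumor cell-like.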
